# Distinct differences in immunological properties of equine orthobiologics revealed by functional and transcriptomic analysis using an activated macrophage readout system

**DOI:** 10.3389/fvets.2023.1109473

**Published:** 2023-02-16

**Authors:** Lynn M. Pezzanite, Lyndah Chow, Gregg M. Griffenhagen, Luke Bass, Laurie R. Goodrich, Renata Impastato, Steven Dow

**Keywords:** biologic, intra-articular, mesenchymal stromal cell, autologous conditioned serum, equine, platelet rich plasma

## Abstract

**Introduction:**

Multiple biological therapies for orthopedic injuries are marketed to veterinarians, despite a lack of rigorous comparative biological activity data to guide informed decisions in selecting a most effective compound. Therefore, the goal of this study was to use relevant bioassay systems to directly compare the anti-inflammatory and immunomodulatory activity of three commonly used orthobiological therapies (OTs): mesenchymal stromal cells (MSC), autologous conditioned serum (ACS), and platelet rich plasma (PRP).

**Methods:**

Equine monocyte-derived macrophages were used as the readout system to compare therapies, including cytokine production and transcriptomic responses. Macrophages were stimulated with IL-1ß and treated 24 h with OTs, washed and cultured an additional 24 h to generate supernatants. Secreted cytokines were measured by multiplex immunoassay and ELISA. To assess global transcriptomic responses to treatments, RNA was extracted from macrophages and subjected to full RNA sequencing, using an Illumina-based platform. Data analysis included comparison of differentially expressed genes and pathway analysis in treated vs. untreated macrophages.

**Results:**

All treatments reduced production of IL-1ß by macrophages. Secretion of IL-10 was highest in MSC-CM treated macrophages, while PRP lysate and ACS resulted in greater downregulation of IL-6 and IP-10. Transcriptomic analysis revealed that ACS triggered multiple inflammatory response pathways in macrophages based on GSEA, while MSC generated significant downregulation of inflammatory pathways, and PRP lysate induced a mixed immune response profile. Key downregulated genes in MSC-treated cultures included type 1 and type 2 interferon response, TNF-α and IL-6. PRP lysate cultures demonstrated downregulation of inflammation-related genes IL-1RA, SLAMF9, ENSECAG00000022247 but concurrent upregulation of TNF-α, IL-2 signaling, and Myc targets. ACS induced upregulation of inflammatory IL-2 signaling, TNFα and KRAS signaling and hypoxia, but downregulation of MTOR signaling and type 1 interferon signaling.

**Discussion:**

These findings, representing the first comprehensive look at immune response pathways for popular equine OTs, reveal distinct differences between therapies. These studies address a critical gap in our understanding of the relative immunomodulatory properties of regenerative therapies commonly used in equine practice to treat musculoskeletal disease and will serve as a platform from which further *in vivo* comparisons may build.

## Introduction

Osteoarthritis (OA) represents one of the most common conditions treated by equine practitioners and is estimated to affect 80% of horses over 15 years of age and up to 2/3 of Thoroughbred racehorses (1–3). Despite this high prevalence, no approved pharmacological intervention, biological therapy, or procedure prevents or reverses progressive destruction of the degenerative joint. Orthobiologic therapies (OTs) are increasingly popular but their true efficacy remains controversial due to lack of rigor in clinical study design and the lack of demonstrated consistency in product formulation. Progressive joint degeneration is increasingly thought to be a multifactorial disease in which the innate immune system, particularly macrophages, plays an important role in regulating and perpetuating low-grade inflammation, resulting in continued articular cartilage breakdown for years following initial joint trauma. Synovial macrophages are the most numerous immune cells in the joint and among the most immunologically active cells, responding to signals released from cartilage degradation products, among other environmental triggers (4). Macrophages display high phenotypic and functional heterogeneity ranging from classical pro-inflammatory (M1) macrophages to reparative (M2) macrophages (5, 6). Alterations in synovial macrophage functional activity have been implicated in the pathogenesis of OA, propagating cartilage destruction and synovitis, with a higher ratio of M1/M2 associated with greater severity in human knee OA (7–14). Therefore, efforts to reduce inflammation associated with progression of OA would include resident synovial macrophages as well as infiltrating inflammatory monocytes as primary targets for immune modulation.

Orthobiologic therapies (OTs) frequently used in veterinary practice to treat OA include autologous conditioned serum (ACS) (15, 16), platelet rich plasma (PRP) (17–21), and mesenchymal stromal cells (MSC) (22, 23). However, relatively little work has been done to evaluate and compare the biological activities of these compounds more fully (24–27). There is also a paucity of evidence to support optimal processing and storage conditions, currently recommended doses, and evidence-based protocols for application of OTs clinically (15, 16, 28, 29). The decision on which OT to use in specific disease conditions (e.g., soft tissue vs. cartilage injury) is often based on incomplete information on the specific pathological physiology and thus may lead to inappropriate choices regarding the most effective OT.

Therefore, the purpose of the current study was to directly evaluate and compare the immune modulatory properties of three commonly used OTs using multiple functional and transcriptomic readouts. This in-depth analysis provides a more complete understanding of the different OT mechanisms of action and how they may resemble and differ from one another. Specifically, the first aim was to determine the macrophage cytokine response to OTs using relevant cell culture assays with equine macrophages. The second aim was to use transcriptomic analysis of OT-treated macrophages to identify unique and potentially disease-modifying pathways and how they may differ between the three OTs. We hypothesized that all three OTs would suppress IL-1ß induced macrophage activation and would also activate unique and distinctive gene expression pathways in macrophages. This approach was based on the fact that IL-1ß is one of the key cytokines associated with cartilage degradation in OA, and a cytokine known to strongly activate synovial macrophages (30). The long-term goal of this study is to add to our understanding of the mechanisms by which OTs function to guide more evidence-based treatment decisions with different OT products.

## Methods

### Study overview

Three healthy Quarter Horses (aged 2, 5, and 5 years; one gelding and two mares) were used as donors of blood and bone marrow aspirate to prepare orthobiologic therapies. Two additional Quarter Horse geldings, aged 3 and 5 years, were used as blood donors to generate monocyte-derived macrophage cultures. All procedures were approved by the University's Institutional Animal Care and Use Committee (IACUC protocol #927) and were performed in accordance with CONSORT guidelines according to national guidelines under which the university operates and NIH guidelines for the Care and Use of Laboratory Animals (8th edition). Study overview is summarized in Figure 1.

**Figure 1:**
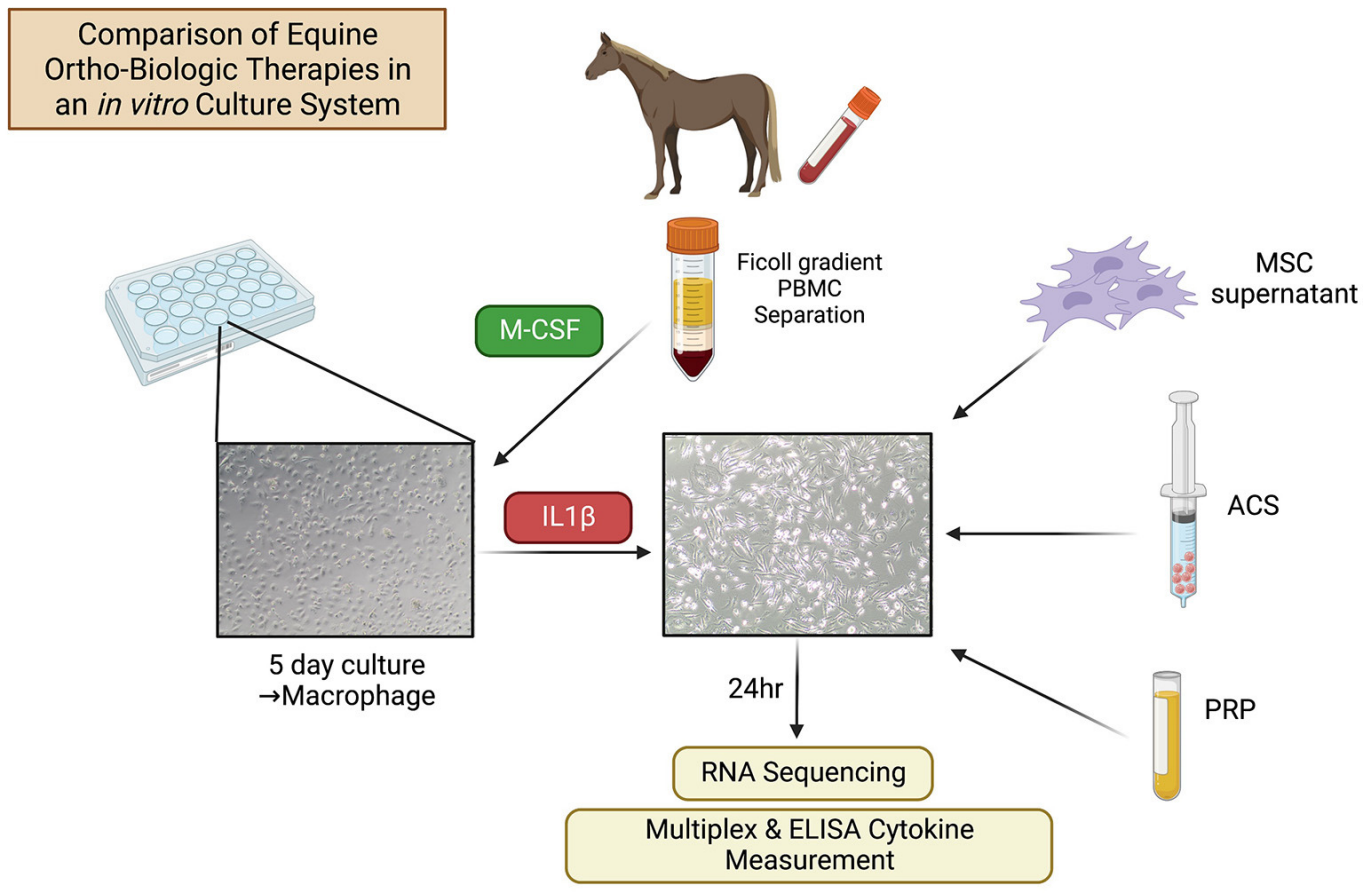
Schematic of study design. Equine macrophages were generated from PBMC by adherence of the monocytes, followed by treatment with M-CSF. After 5 days in culture, macrophages were stimulated with IL-1ß (10 ng/ml) and orthobiological therapies (MSC-CM, PRP, ACS) from *n* = 3 donor horses were added to macrophage cultures at 1:3 cell ratio. After 24 h of treatment, macrophages were washed with PBS and cultured in complete media an additional 24 h, at which time supernatants were collected for cytokine analysis and macrophage cells were collected for RNA sequencing.

### Orthobiologic therapy preparation

To isolate MSC, the sternum of donor horses (*n* = 3) was clipped and aseptically prepared. Bone marrow aspirate (5–15 ml) was obtained from the sternebrae using a jamshidi into a syringe containing 1 ml heparin (5,000 U/ml). Bone marrow aspirates were centrifuged by Ficoll density separation (Ficoll-Paque^TM^ Plus; GE Healthcare BioSciences) at 400 g for 18 mins to pellet red cells as previously described (31, 32). The mononuclear cell population was plated at 10,000 cells/cm^2^ and expanded in culture (37°C, 5% CO_2_, 95% humidity) to 80% confluence for approximately seven days in complete growth medium [Dulbecco's Modified Eagle's Medium (DMEM) with 1,000 mg/L glucose, 10% fetal bovine serum (FBS), penicillin (100 U/ml), streptomycin (100 μg/ml), 1M HEPES]. Cells were detached from flasks by trypsinization, then frozen at 5 × 10^6^ cells/ml in freeze media [90% FBS, 10% dimethyl sulfoxide (DMSO)] in liquid nitrogen vapor phase until further use. To generate MSC-CM for use in co-culture assays, cells were thawed quickly in a 37°C water bath and cultured 48 h in complete growth medium under standard incubation conditions (37°C with 5% CO_2_). MSC were subsequently plated at 100,000 cells/well on 24-well plates for 24 h and supernatants were collected and frozen at −80°C for use in immunoassays.

To prepare autologous conditioned serum (interleukin 1 receptor antagonist; IRAP), blood (60 ml) was drawn and incubated according to manufacturers' instructions (IRAP II, Arthrex, Naples, FL, USA 34108). Aliquots (1 ml) of IRAP were frozen at −80°C for later use in immunoassays. To prepare platelet rich plasma lysate, blood was drawn, processed according to manufacturers' instructions (Arthrex ACP Double Syringe System, Naples, FL, USA 34108), and frozen at −80°C in 1 ml aliquots for use in co-culture assays.

### Monocyte-derived macrophage cultures

To generate macrophage cultures, equine peripheral blood mononuclear cells were isolated from whole blood of two horses by density gradient centrifugation (Ficoll-Paque TM plus, GE Healthcare Bio-Sciences) and cultured in macrophage media (Dulbecco's Modified Eagle's Medium supplemented with 10% fetal bovine serum, non-essential amino acids, and penicillin/streptomycin antibiotics; SigmaAldrich) with human M-CSF (PeproTech, Rocky Hill, NJ USA 80553) at 30 ng/ml to stimulate differentiation into macrophages in 5 days, as previously described (33).

Equine monocyte-derived macrophages were stimulated with IL-1ß (10 ng/ml) and OTs (MSC-CM, PRP lysate, ACS) were added at the same time to macrophage culture media at a ratio of 1:3 OT to complete growth media in culture (i.e., 25% OT in culture media). The ratio of OT to growth media was determined in a pilot study titrating OT to growth media to determine the maximum volume at which OT could be added in culture media while still maintaining macrophage cell viability over 80% following 24 h in culture. Controls included IL-1ß stimulated and unstimulated macrophages. Following transient addition of treatments for 24 h in culture, macrophages were washed three times with phosphate buffered saline (PBS) and cultured an additional 24 h in macrophage culture media. At that time, culture supernatants were collected and assessed by multiplex bead assay (23 cytokines) and ELISA immunoassay (PGE-2, TGF-ß) to characterize the macrophage response. Macrophages were collected in RNA lysis buffer (350 μl/sample) and frozen at −20°C until RNA isolation was performed.

### ELISA for cytokine and PGE quantification

An ELISA was used to measure the concentration of prostaglandin E2 (PGE-2 high sensitivity ELISA kit, Enzo Life Sciences, Inc. Farmingdale, NY 11735) and TGF-β (Human/Mouse/Rat/Porcine/Canine TGF-ß1 quantikine ELISA, R&D Systems, Inc. Minneapolis, MN 55413) in culture supernatants. Fluorescent bead-based multiplex assay (Milliplex MAP Equine Cytokine/Chemokine Magnetic Beads Multiplex Assay, Millipore Sigma, Burlington, MA, 01803) was used to quantify the concentrations of 23 analytes [Eotaxin/CCL11, FGF-2, Fractalkine/CS3CL1, G-CSF, GM-CSF, GRO, IFN, IL-1α, IL-1β, IL-2, IL-4, IL-5, IL-6, IL-8/CXCL8, IL-10, IL-12 (p70), IL-13, IL-17a, IL-18, IP-10, MCP-1, RANTES/CCL5 and TNFα] in cell culture supernatants.

### RNA sequencing

RNA was extracted from frozen samples using the RNeasy kit (Qiagen Germantown, MD) according to manufacturer's instructions and sent to Novogene Corporation Inc. (Sacramento, CA) for RNA sequencing. RNA quality was determined by bioanalyzer (Agilent Technologies, Santa Clara, CA) to have RIN (RNA integrity number) of over 9.0 for all samples. mRNA was enriched using oligo (dT) beads, followed by cDNA library generation using TruSeq RNA Library Prep Kit (Illumina, San Diego, CA). Sequencing was performed on Illumina Novaseq 6000 machine using 150 bp paired end reads.

### Data analysis

To analyze cytokine data, raw data was plotted and visually assessed for normality prior to statistical analysis. Cytokine data was then modeled individually using a linear mixed model [function *lmer* from the lme4 (34) and lmerTest (35) packages] with donor as a random effect to account for differences in donor cell lines. Each of the treatment groups (MSC-CM, ACS, PRP lysate, and negative control) were then compared individually with the positive control using estimated marginal means (package emmeans) (36) and Dunnett's test for multiple comparisons (37). When multiple treatments were found to be significantly different from the positive control, the comparisons were expanded to include evaluation of differences between all groups and Tukey's method for *p*-value adjustment was applied. For the cytokine secretion assays, orthobiologic treatment was modeled as the sole fixed effect. Statistical analyses, graphical analyses and graph generation were performed using Prism software v8.4.1 (GraphPad Software Inc., La Jolla, CA) and R version 4.1.2 “Bird Hippie” (R Foundation for Statistical Computing, Vienna, Austria) (38). For all analyses, statistical significance was assessed as *p* < 0.05.

To analyze RNA sequencing data, demultiplexed Fasq reads generated from Novogene were analyzed using Partek^®^ Flow^®^ software, v10.0 (Partek Inc. Chesterfield, MO). Reads were trimmed for Phred score of 20, adapters removed using cutadapt (39). Trimmed reads were aligned using STAR 2.7.3 using EquCab3.0 and annotated with Ensembl EquCab3.0.107. Feature counts were generated with HTseq (40). Differential analysis was computed using counts normalized to CPM, using DESeq (41). Pathway analysis was performed with GSEA (Gene Set Enrichment Analysis) v4.2.1using Hallmark pathways (42).

## Results

### Impact of OTs on cytokine and PGE secretion from IL-1ß activated macrophages

We first evaluated the impact of OTs on cytokine secretion by IL-1ß activated equine macrophages. This approach was based on the fact that IL-1ß is one of the key cytokines associated with cartilage degeneration in OA, and a cytokine known to strongly activate synovial macrophages (30). Given evidence that macrophages activated by inflammatory cytokines such as IL-1ß may be the key mediator cell for driving progressive OA, we modeled the impact of OTs on modulating cytokine production by activated equine macrophages, beginning with analysis of cytokine secretion.

Cytokine concentrations were measurable for ten cytokines *via* multiplex immunoassay (IL-1ß, IL-4, IL-6, IL-8, IFN-γ, IP10, GRO, IL-10, TNFα, and RANTES) and for PGE-2 *via* ELISA (Supplementary material 1). Levels of the remaining 14 cytokines assessed were below the detection limit of the multiplex assay (FGF-2, eotaxin, G-CSF, IL1α, GM-CSF, fractalkine, IL-13, IL-5, IL-18, IL-17A, IL-2, IL-12, and MCP-1) or ELISA (TGF-ß). Significant differences were seen between treatment groups for IL-1ß, IL-6, IL-10, IP-10, GRO, and PGE-2 (Figure 2). Levels of IL-1ß were significantly higher in supernatants collected from IL-1ß treated macrophages compared to control media (*p* < 0.0001). All treatments reduced levels of IL-1ß as compared to the IL-1ß positive control with no significant differences between groups (MSC-CM *p* < 0.0001, PRP *p* < 0.0001, ACS *p* < 0.0001). Treatment with PRP lysate induced a significant reduction in GRO compared to IL-1ß treated control (*p* = 0.04) while inducing increasing levels of PGE-2 (*p* < 0.0001) with other treatments showing no significant changes in those specific cytokines. Treatment with PRP lysate and ACS resulted in lower levels of cytokines IL-6 (PRP *p* < 0.0001, ACS *p* < 0.0001), IL-10 (PRP *p* = 0.0002, ACS *p* = 0.015) and IP-10 (PRP *p* < 0.0001, ACS *p* = 0.005) relative to IL-1ß treated controls. The PRP lysate and ACS groups also had significantly lower levels of IL-6 (PRP lysate *p* = 0.007, ACS *p* = 0.03) and IL-10 (PRP lysate *p* = 0.0006, ACS *p* = 0.04) as compared to MSC-CM, while levels of IP-10 were not different between the ACS and MSC-CM groups. There were no statistical differences between orthobiologic treatment groups for the remaining biomarkers assessed that achieved measurable levels by multiplex assay (IL-4, IL-8, IFN-γ, RANTES, and TNF-α). Cytokine levels in unconditioned control media were below the detection limit of the multiplex assay.

**Figure 2:**
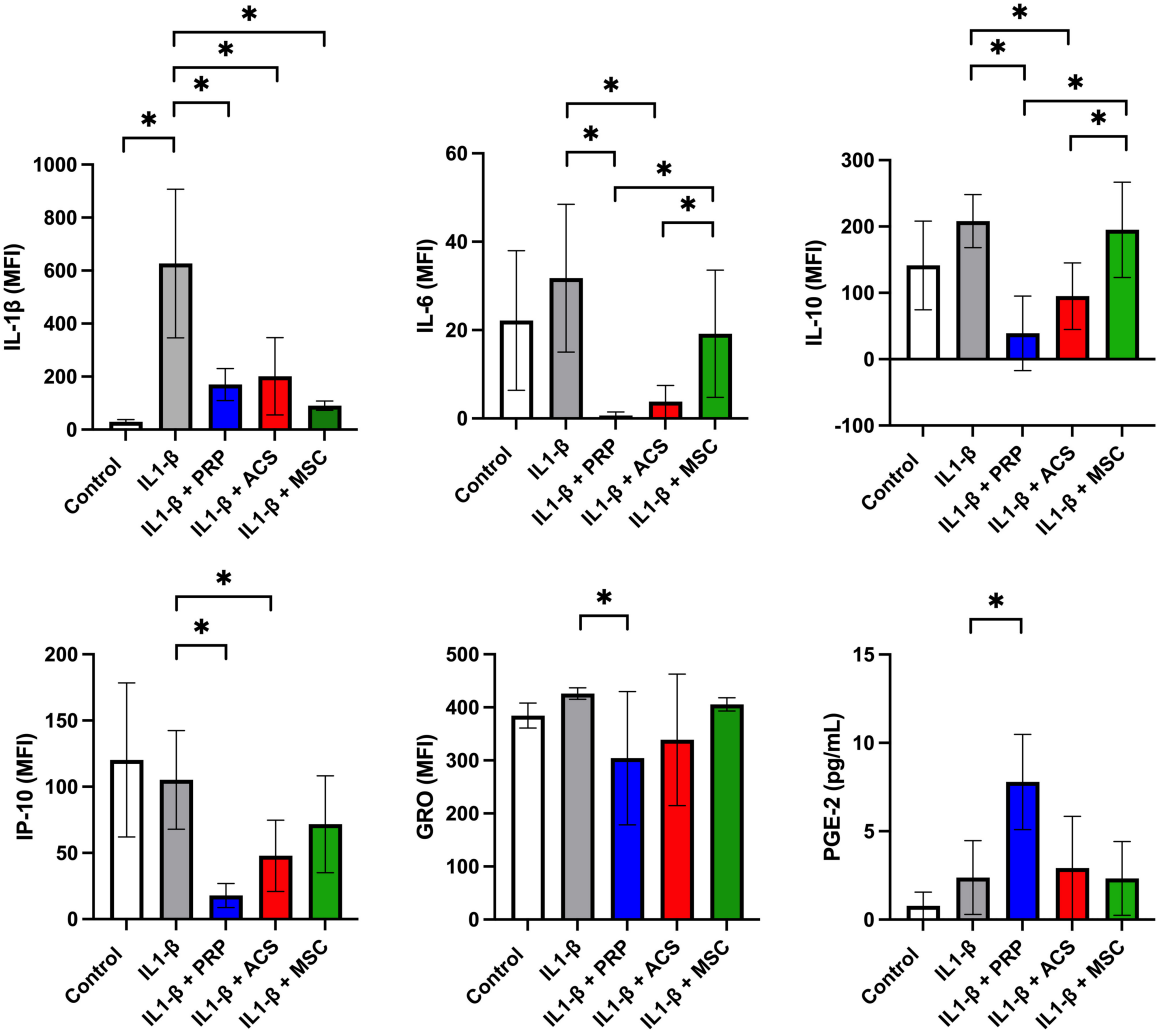
Effect of orthobiologic treatment on macrophage cytokine secretion. Orthobiologic therapies (platelet rich plasma or PRP, autologous conditioned serum or ACS, or mesenchymal stromal cell conditioned media or MSC) were added to culture media with equine monocyte derived macrophages and IL-1ß (10 ng/ml) for 24 h. Controls included unstimulated and IL-1ß stimulated macrophages. After 24 h, macrophages were washed in phosphate buffered saline and cultured an additional 24 h and culture supernatants collected and assessed for cytokine levels *via* multiplex immunoassay (23 cytokines) and ELISA immunoassay (PGE-2 and TGF-ß). Cytokine levels were measurable for ten cytokines *via* multiplex immunoassay (IL-1ß, IL-4, IL-6, IL-8, IFN-γ, IP10, GRO, IL-10, TNFα, and RANTES) and for one cytokine (PGE-2) *via* ELISA. Significant differences were seen between treatment groups for GRO, IL-1ß, IL-6, IL-10, IP-10, and PGE-2. There were no statistical differences noted for the remaining biomarkers assessed that achieved measurable levels by multiplex assay (IL-4, IL-8, IFN-γ, RANTES, and TNF-α). Levels of the remaining 14 cytokines assessed were below the detection limit of the multiplex assay (FGF-2, eotaxin, G-CSF, IL1α, GM-CSF, fractalkine, IL-13, IL-5, IL-18, IL-17A, IL-2, IL-12, and MCP-1) or ELISA (TGF-ß). Bars are mean and standard deviation of three biological replicates over two time points. *Statistical significance assessed at *p* < 0.05.

### Transcriptomic analysis to understand the impact of OTs on activated macrophage immune pathways

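Macrophages were grown from equine peripheral blood mononuclear cells over 5 days with 30 ng/ml M-CSF, and their RNA was sequenced in 5 conditions with 3 libraries each. Untreated macrophages received no cytokine, and the others received IL-1ß at 10 ng/ml. In 3 of the conditions an OT made up 25% of the culture medium together with IL-1ß. These were conditioned medium of bone marrow MSC (MSC-CM), a lysate of platelet rich plasma (PRP lysate), and autologous conditioned serum (ACS), which is serum incubated to enrich its own cytokine antagonists. Each OT came from 3 donor horses, so these libraries replicate the product, while the paper describes the IL-1ß and the untreated libraries as technical replicates of the macrophages. Treatment lasted 24 h, after which the paper gives 24 h of further culture and the sample descriptions give 0 h. The authors trimmed the reads, aligned them with STAR to EquCab3.0, counted them per gene with HTseq and deposited CPM, the counts scaled to the same total per library, for 16932 genes. The paper's text does not state whether counting used the strand of the reads, so the values of overlapping genes, antisense genes and near-identical paralogs are uncertain. Whole reads were recovered from the smallest step between the values of each library, and 99.7% of all values were whole multiples of it. The libraries held from 28410733 to 47894066 reads counted on genes, with a median of 37215812. The median was 35674781 in untreated macrophages (33266077 to 39155290), 35395086 with IL-1ß (28920909 to 35975942), and 42727045 with MSC-CM (38889418 to 44155362). It was 37215812 with PRP lysate (28410733 to 41825492) and 37968104 with ACS (36666756 to 47894066). At 1 CPM a gene therefore had 28.4 reads in the shallowest library. The 11628 genes with a mean of at least 1 CPM were fitted with limma on log2(CPM + 1), with all 15 libraries in 1 model of 5 conditions and Benjamini-Hochberg adjustment. Adding 1 to each value makes the log2 fold changes of genes with few CPM smaller than the ratio of their means. A gene was called changed at an adjusted p-value of at most 0.05 and a fold change of at least 2 in either direction, as in the paper. Error values are the SD over 3 libraries unless a standard error is named.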

To further understand how OTs may modulate the function of IL-1ß activated macrophages, we next used RNA sequencing to interrogate the transcriptomic responses of macrophages exposed to three different OTs (Figure 3; Supplementary materials 2–4). Such an analysis can provide a much more comprehensive understanding of the impact of OT treatment on specific gene expression by macrophages, but more importantly on immune and other pathways that may be relevant to modulation of OA progression.

**Figure 3:**
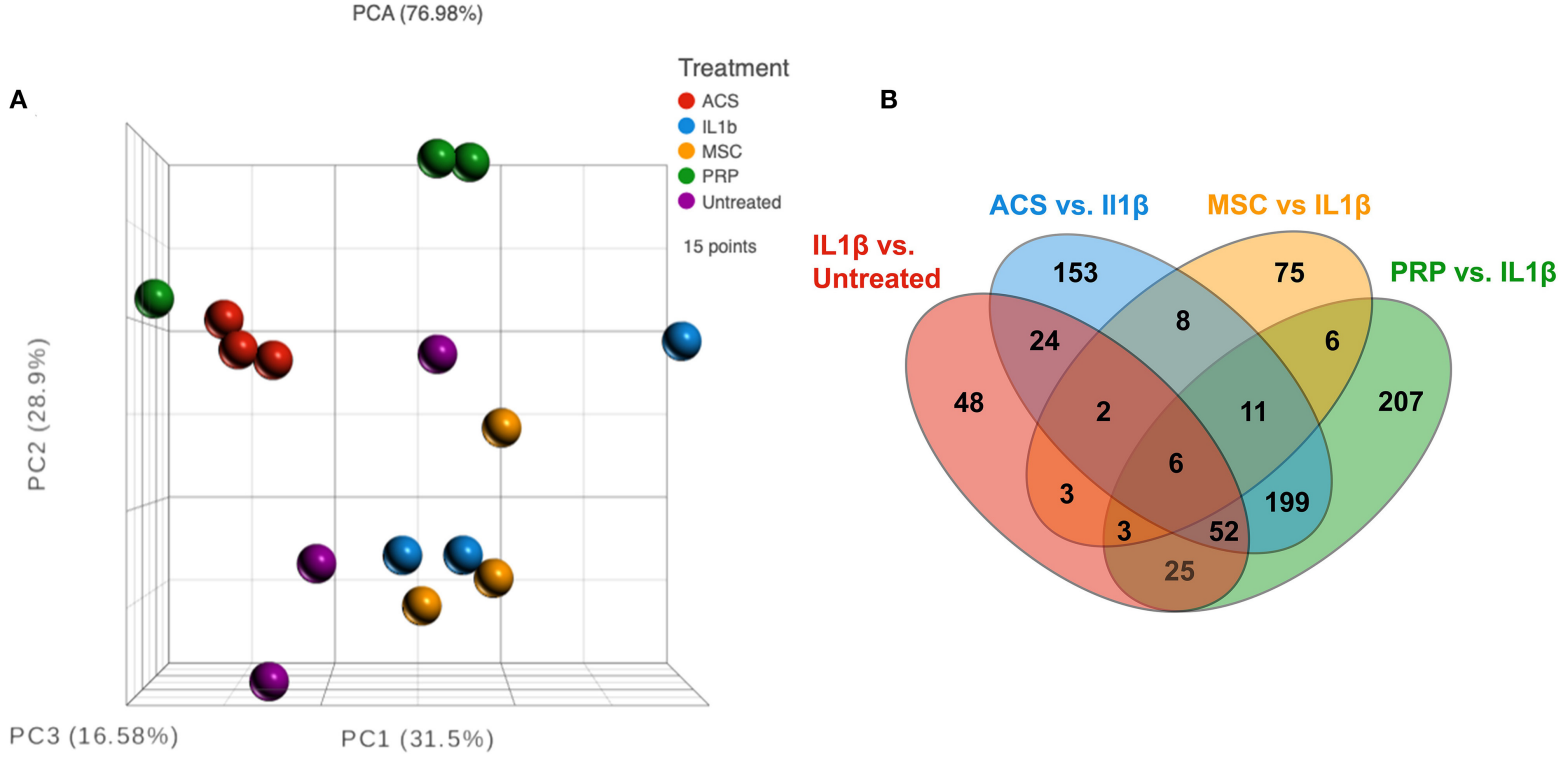
RNA sequencing analysis comparing three different types of treatment on macrophages. **(A)** Principle component analysis (PCA) or normalized counts from equine macrophages. Red dots show *n* = 3 technical replicate of macrophages treated with IL-1ß only, and purple show technical replicates of untreated macrophage. Other treatments include *n* = 3 biological replicates of orthobiologics including MSC supernatant (yellow), ACS (blue), and PRP (green), all treatments collected from *n* = 3 donor horses. **(B)** Venn diagram of differentially expressed genes from each comparison group, IL1-ß vs. untreated (red), IRAP vs. IL-1ß (blue), MSC vs. IL-1ß (yellow) and PRP vs. IL-1 ß (green). All comparisons except MSC were filtered by FDR adjusted *p* value of 0.05, MSC groups filtered using unadjusted *p* value of 0.05.

As a first step in this analysis, we compared IL-1 activated macrophage transcriptomes to those of non-activated macrophages (Figures 3, 4). 

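Principal components were computed on the log2(CPM + 1) of all genes tested in the 15 libraries, centered and not scaled. The first component held 55.4% of the variance, the second 16.9% and the third 9.78%. IL-1ß replicate 3 scored -103 on the first component, PRP lysate replicate 1 scored -51.7 and MSC-CM replicate 1 scored -20.7, while the remaining libraries lay between -8.15 and 26.6. The other IL-1ß libraries scored 24.5 and -6.07, so this component parted the technical replicates of IL-1ß from each other. On the second component the IL-1ß libraries scored 24.6, 22.9 and 9.17, and the untreated libraries 8.11, 8.97 and -6.20. On the third they scored 3.48, 3.03 and -10.4, and the untreated libraries -27.4, -20.1 and -13.4. Every IL-1ß library thus lay above every untreated library on both components, replicate 3 by a narrow margin. The mean Euclidean distance was 70.8 between IL-1ß and untreated libraries, 93.3 among the IL-1ß libraries and 41.0 among the untreated libraries. A distance this much larger between than within the groups arose in 4 of the 10 splits of the 6 libraries (exact permutation test, one-sided, p = 0.4). The smallest p-value that 3 libraries against 3 allow is 0.1. Of the alternatives, log CPM with TMM normalization and a prior count of 0.5 moved this result most (exact permutation test, p = 0.2). Without IL-1ß replicate 3 the first component held 37.8% of the variance, and the other IL-1ß libraries lay at a mean distance of 49.6 from the untreated ones and 44.6 from each other.

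**Figure D1:**
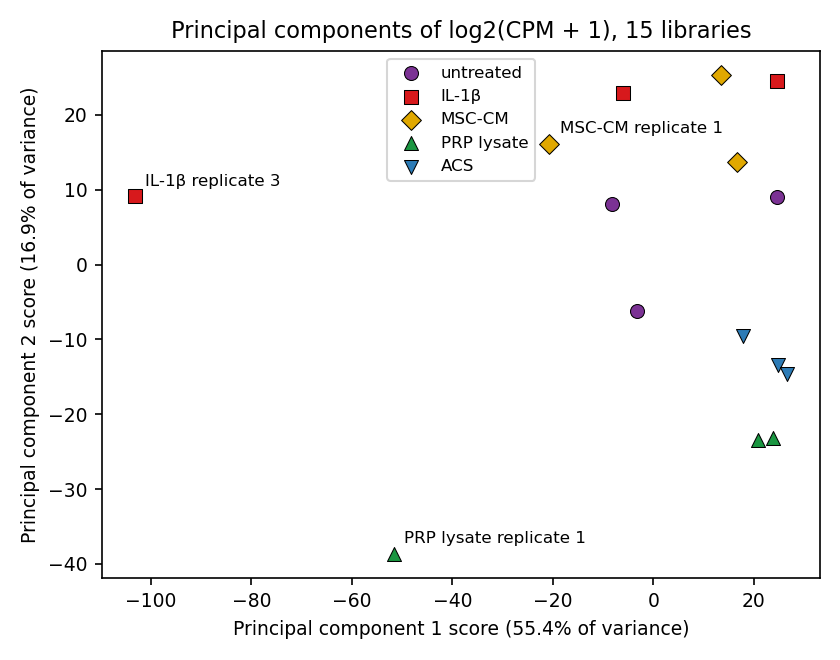
Scores of the 15 libraries on the first (horizontal axis) and second (vertical axis) principal component, colored by condition, with the share of variance on each axis. IL-1ß replicate 3 lies at -103 on the first component and PRP lysate replicate 1 at -51.7.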

After the addition of IL-1β, RNA sequencing analysis indicated a visible separation from untreated macrophage samples by PCA (principal component analysis) (Figure 3A). 

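Between IL-1ß activated and untreated macrophages, 34 of the 11628 genes tested were called changed, of which 16 were higher and 18 lower with IL-1ß. Over all genes tested, every IL-1ß library lay beyond every untreated library in 1884, or 16.2%, where 10% of unchanged genes would do so by chance. Without the fold change threshold 45 genes passed, and at an unadjusted p-value with the fold change threshold 67 genes were higher and 116 lower. The median log2 fold change of all genes was -0.07. Alternatives moved the count both ways. A fit of these 6 libraries alone called 0 genes, with 165 at an unadjusted p-value, and DESeq2 on the recovered reads called 173, 80 higher and 93 lower. The largest count, 187, came with the mean ribosomal protein level as a covariate, chosen after the data were seen. Single libraries decided much of the count, which was 10 without IL-1ß replicate 1, 6 without replicate 2 and 35 without replicate 3. It was 7, 6 and 5 without untreated replicate 1, 2 and 3, respectively. The 5 genes were ARC, CEBPD, DDIT4, TRIB3 and GPT2, and the last was chosen after its values were seen.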

Moderate changes in transcriptome were detected (Figure 4), including the upregulation of 94 genes with fold change ≥2 or ≤ -2 and significant FDR (false discovery rate) adjusted *p*-value of ≤ 0.05 (Figure 4A) and 73 significantly downregulated genes (Figure 3B). 

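CEBPD (ENSECAG00000039817, chromosome 9, 36503384 to 36504206) was at 47.4 ± 4.19 CPM (SD, n = 3) with IL-1ß and 9.14 ± 1.04 CPM in untreated macrophages. Its log2 fold change was 2.26 (standard error 0.198, limma Benjamini-Hochberg adjusted p = 0.000228), and it stayed between 2.20 and 2.34 when each of the 6 libraries was left out in turn. DDIT4 (ENSECAG00000004107, chromosome 1, 60601672 to 60602689) rose from 11.2 ± 0.591 to 54.7 ± 5.15 CPM, a log2 fold change of 2.19 (standard error 0.179, limma Benjamini-Hochberg adjusted p = 0.00019). TRIB3 (ENSECAG00000000607, chromosome 22, 22596194 to 22603700) rose from 16.5 ± 2.44 to 68.5 ± 9.08 CPM, a log2 fold change of 1.99 (standard error 0.187, limma Benjamini-Hochberg adjusted p = 0.000337). CEBPD, DDIT4 and TRIB3 kept the call in all 6 fits that left out a library. CHAC1 (ENSECAG00000009989, chromosome 1, 149132841 to 149134495) had the largest rise among the genes called, from 1.34 ± 0.366 to 17.2 ± 6.95 CPM (log2 fold change 2.90, standard error 0.399, limma Benjamini-Hochberg adjusted p = 0.0123), and lost the call in 4 of those fits. PSAT1, PPBP and GPR84 had log2 fold changes of 2.09, 2.12 and 1.59 with adjusted p-values of 0.0344, 0.0471 and 0.0495 (limma, Benjamini-Hochberg). They lost the call in 5, 6 and 5 of the 6 fits, respectively. SLAMF9 (log2 fold change 1.80, adjusted p = 0.0627) and PEAK3 (1.64, adjusted p = 0.0953) did not pass in limma with Benjamini-Hochberg adjustment. DESeq2 called both, with adjusted p-values of 0.0399 for SLAMF9 and 0.00403 for PEAK3, where all alternatives together gave 0.0399 to 0.557 and 0.00403 to 0.472. In each of these 9 genes every IL-1ß library lay above every untreated library.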

The most upregulated genes (Figure 4B) in IL-1ß activated macrophages included those related to inflammatory immune system process (SLAMF9 and PPBP), response to inflammatory stimuli (TRIB3, GPR84, and DDIT4), and metabolic process (CHAC1, PSAT1, PEAK3, and CEBPD). 

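CDH5 (ENSECAG00000018507) fell from 9.53 ± 2.78 CPM (SD, n = 3) in untreated macrophages to 2.04 ± 0.691 CPM with IL-1ß (log2 fold change -1.78, standard error 0.343, limma Benjamini-Hochberg adjusted p = 0.0493). WNT1 fell from 4.23 ± 1.03 to 0.953 ± 0.563 CPM (log2 fold change -1.45, standard error 0.273, limma Benjamini-Hochberg adjusted p = 0.0467). Both lost the call in each of the 6 fits that left out 1 library. STC1, CREB5, GLI1, NR2F1 and EPS8 had log2 fold changes of -1.39, -1.55, -0.97, -1.50 and -1.98, and none was called. Their adjusted p-values were 0.0546, 0.0789, 0.0847, 0.167 and 0.194 (limma, Benjamini-Hochberg). DESeq2 called all 5, with adjusted p-values from 9.12e-05 for STC1 to 0.0279 for EPS8. Over all alternatives the adjusted p-value ranged from 9.12e-05 to 0.472 for STC1 (DESeq2 and the limma fits) and from 0.0279 to 0.610 for EPS8. EPS8 was at 67.0 ± 44.6 CPM with IL-1ß and 219 ± 57.9 CPM in untreated macrophages. In all 7 genes every IL-1ß library lay below every untreated library. The largest fall among the called genes was that of ARC (ENSECAG00000001167, chromosome 9, 83596455 to 83597652). ARC fell from 53.0 ± 15.4 to 11 ± 2.31 CPM (log2 fold change -2.15, standard error 0.244, limma Benjamini-Hochberg adjusted p = 0.00222) and kept the call in all 6 fits.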

Downregulated genes mapped to categories including cell signaling (EPS8, GLI1, and WNT1) and to biological regulation of cellular construction, signaling, adhesion and differentiation (CDH5, CREB5, NR2F1, and STC1). Pathway analysis revealed that IL-1ß triggered significant downregulation of pathways involved in EMT transition, NFκβ signaling and upregulation of UV (DNA breakage) response, E2F targets, protein folding (structural) and G2M checkpoint (Figure 4C). Thus, the use of transcriptomic analysis provided important new and previously unpublished insights into how equine macrophages respond to activation by relevant joint inflammatory cytokines.

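Pathways were tested with camera in limma on 17 lists of well-known pathway members written from general knowledge, not on the Hallmark gene sets, which were not used here. With IL-1ß, 6 lists passed a Benjamini-Hochberg adjusted p-value of 0.05, 3 higher and 3 lower. Of 103 E2F target genes 83 were higher (median log2 fold change 0.32, camera in limma, Benjamini-Hochberg adjusted p = 4.31e-13), and of 76 G2M checkpoint genes 61 were (median 0.32, adjusted p = 1.35e-10). The list of the unfolded protein and amino acid stress response rose by a median of 0.11, with 40 of 65 genes higher (camera in limma, Benjamini-Hochberg adjusted p = 1.44e-06). Its mean was higher, at 0.34, and 8 of its genes were called. The paper names 4 genes of this list, so its rise may partly follow from the choice of members. The TNF signaling via NF-kB list fell, with 66 of 86 genes lower and a median of -0.38 (camera in limma, Benjamini-Hochberg adjusted p = 4.66e-05). The epithelial mesenchymal transition list had 73 of 102 genes lower and a median of -0.29 (camera in limma, Benjamini-Hochberg adjusted p = 0.00943). Type II interferon response genes were also lower, 29 of 42 (median -0.16, camera in limma, Benjamini-Hochberg adjusted p = 0.0151). A list for the UV response was not among those tested. Camera used a preset correlation between genes of 0.01. With the correlation estimated from the data, the alternative that moved the count most, 0 lists passed and 2 did at an unadjusted p-value. Fry takes the correlation from the residuals and tests a shift from 0, where camera tests a shift relative to all other genes. With fry the unfolded protein and the type II interferon lists passed, both at an adjusted p of 0.0322 (Benjamini-Hochberg, limma). The estimated correlation in camera gave no adjusted p-value under 0.294. Without IL-1ß replicate 3, 10 lists passed with camera. From its pathway analysis the paper concludes that IL-1ß lowered EMT and NFκB signaling and raised the UV response, E2F targets, protein folding and the G2M checkpoint.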

**Figure 4:**
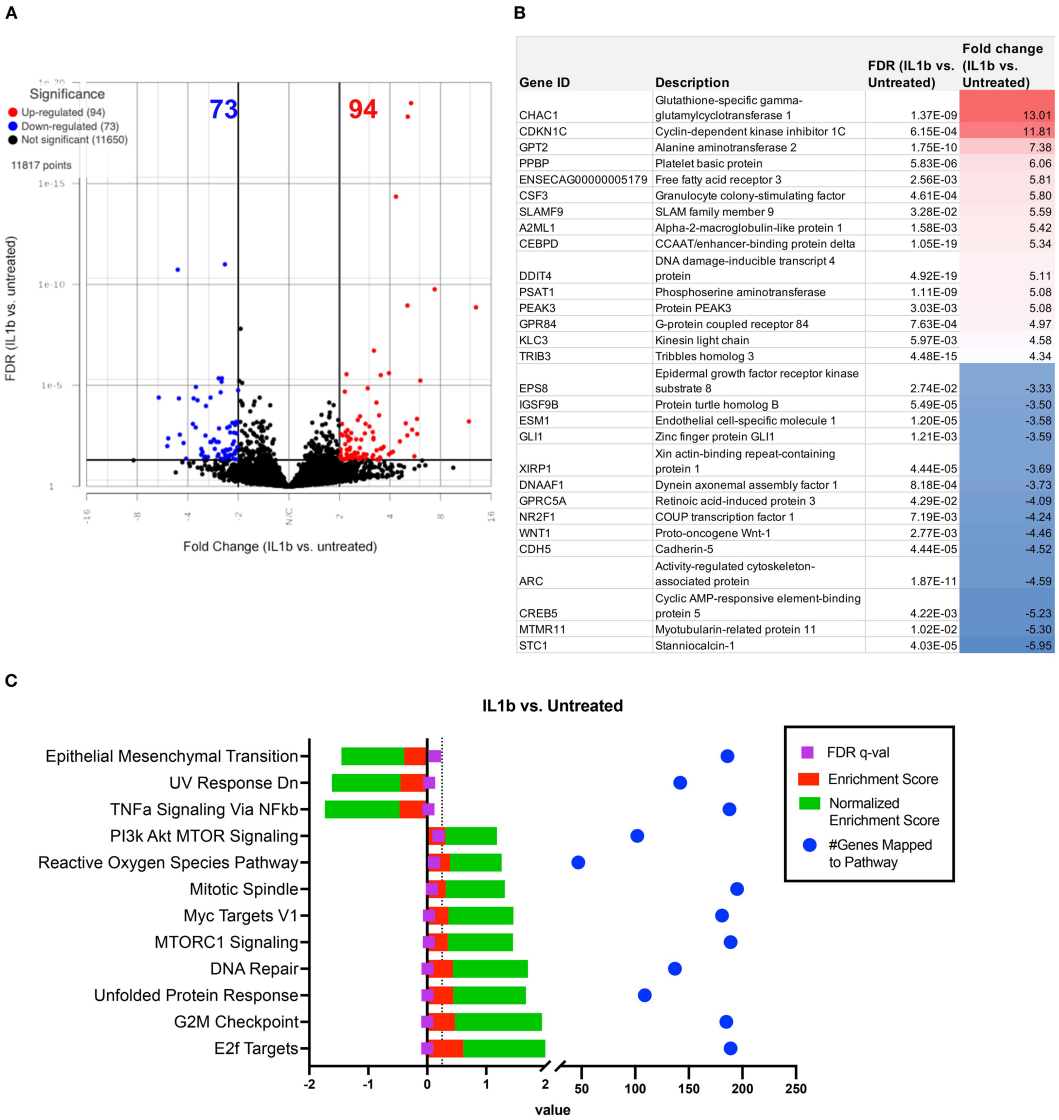
Differential gene expression and pathway analysis of IL-1ß stimulated macrophages compared to untreated. Differential gene expression and pathway analysis of IL-1ß stimulated macrophages compared to untreated. **(A)** Volcano plot of IL-1ß treatment vs. untreated. X axis shows fold change and y axis shows FDR adjusted *p*-value, with significantly upregulated genes shown in red dots and significantly downregulated genes in blue dots. Significance defined as FDR ≤ 0.05 fold change ≥2 or ≤ −2. **(B)** List of genes, description, FDR value and fold change of top 15 upregulated and downregulated genes in differential analysis results from IL-1ß vs. untreated samples. **(C)** GSEA (gene set enrichment analysis) results using normalized counts from *n* = 3 IL-1ß vs. untreated macrophages. FDR *p*-values shown in purple with dotted line on FDR = 0.25 for significance. Red bars show enrichment score (ES), green bars show Normalized enrichment score. Blue dots show total genes found in pathways. Pathways computed using hallmarks gene sets v2022.1.

### Impact of OT treatment with MSC-CM on activated macrophage transcriptomes

We next conducted a series of studies to compare the impact of OT treatment on the activated macrophage transcriptome. The first OT evaluated was MSC, using CM from the MSC cultures to modulate IL-1ß activated macrophage immune responses. This analysis revealed that treatment of macrophages using supernatant collected from MSC cultures produced a smaller scale but anti-inflammatory change relative to that of the other OTs tested (Figures 3A, B). 

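Over the 11628 genes tested, the median absolute log2 fold change against IL-1ß alone was 0.22 with MSC-CM, 0.27 with PRP lysate and 0.35 with ACS. The 3 MSC-CM libraries lay beyond the 3 IL-1ß libraries in 1022 genes, or 8.79%, close to the share that unchanged genes give. The corresponding shares were 15.0% with PRP lysate and 26.2% with ACS. The median log2 fold change of all genes was 0.16 with MSC-CM, 0.11 with PRP lysate and 0.13 with ACS, and RLE size factors brought it to 0.00, 0.02 and 0.02. A fold change against IL-1ß in CPM is therefore read relative to these medians. The mean distance between MSC-CM and IL-1ß libraries was 65.3, against 40.4 within MSC-CM and 93.3 within IL-1ß, where replicate 3 lies apart (exact permutation test, one-sided, p = 0.5). Between PRP lysate and IL-1ß libraries it was 85.8 (exact permutation test, one-sided, p = 0.5), and between ACS and IL-1ß libraries 78.3 (exact permutation test, one-sided, p = 0.1).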

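At an unadjusted p-value of at most 0.05 and a fold change of at least 2, 42 genes differed between MSC-CM treated and IL-1ß activated macrophages, 31 higher and 11 lower. With RLE size factors there were 28, split more evenly into 16 higher and 12 lower. Without the fold change threshold 651 genes had an unadjusted p-value this small. The count moved most when IL-1ß replicate 1 was left out, to 901 genes. It was 182 without IL-1ß replicate 2, 26 without IL-1ß replicate 3, 145 without MSC-CM replicate 1 and 14 without MSC-CM replicate 2.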

The PCA plot demonstrates MSC supernatant treated macrophages had 122 significantly differentiated genes relative to IL-1β conditioned macrophages (Figure 5A) with *p*-value (unadjusted) ≤ 0.05 and fold change ≥2. No significant genes were found when using FDR adjusted *p*-value. Out of these 122 significant DEGs, 75 were unique to the MSC-CM treatment (Figure 3B). 

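After Benjamini-Hochberg adjustment limma called 0 genes between MSC-CM and IL-1ß, against 42 at an unadjusted p-value, and the smallest adjusted p-value was 0.608. The count stayed at 0 in each of the 6 fits that left out 1 library. DESeq2 called AOX1 and C19orf71, both higher with MSC-CM and both chosen after their values were seen. Their DESeq2 adjusted p-values were 0.00879 and 0.0093, and their means over all 15 libraries were 2.31 and 0.629 CPM.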

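Of the 42 genes, 37 were not called for IL-1ß against untreated macrophages, for PRP lysate or for ACS. The number called with MSC-CM only was 739 without IL-1ß replicate 1, 171 without replicate 2 and 17 without replicate 3.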

The top 15 up or downregulated genes included biological processes such as immune system process (ENSECAG00000015109), stimulus response (IL-1ß, GNGT2), cytoskeletal reorganization, binding and signaling (IL-31, SMC1B, TSACC, RERG, INKA2) (Figure 5B). 

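IL1B, which encodes IL-1ß, was at 7.72 ± 2.09 CPM (SD, n = 3) with MSC-CM and 24.4 ± 7.27 CPM with IL-1ß alone, a log2 fold change of -1.53 (standard error 0.667). GNGT2 was at 1.91 ± 1.09 and 5.78 ± 2.34 CPM, a log2 fold change of -1.24. IL31 fell by 1.17 and ENSECAG00000015109 by 0.81 on the log2 scale, both from under 2 CPM with IL-1ß alone. ENSECAG00000015109 was at 0.392 ± 0.331 and 1.74 ± 1.82 CPM, so its spread with IL-1ß exceeded its mean. RERG and INKA2 were higher with MSC-CM, with log2 fold changes of 1.00 and 0.95. Their means rose from 0.873 to 2.78 CPM and from 0.836 to 2.54 CPM. SMC1B (0.127 CPM with MSC-CM, 0.397 CPM with IL-1ß) and TSACC (1.06 ± 0.256 and 0.258 ± 0.268 CPM) had means under 1 CPM over all libraries and were not tested. Among the genes past the unadjusted threshold with the groups apart, CSF3 had the largest fall, from 24.5 ± 9.45 to 5.82 ± 0.999 CPM (log2 fold change -1.85). It was followed by IL1B and ENSECAG00000038866 (-1.48). The largest rises were those of KCNK13 (1.30), ENSECAG00000030539 (1.24) and SLC6A9 (1.23, from 6.18 ± 3.07 to 14.8 ± 1.98 CPM). KCNK13 had a log2 fold change of 0.85 without IL-1ß replicate 3. All of these tested genes had an adjusted p-value of 0.705 (limma, Benjamini-Hochberg).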

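Of the 17 lists, 12 passed with MSC-CM against IL-1ß alone, 2 higher and 10 lower relative to all other genes (camera in limma, Benjamini-Hochberg). The medians of the type I and type II interferon response lists lay at -0.07 and -0.03, which is 0.23 and 0.20 below the median of all genes (camera in limma, Benjamini-Hochberg adjusted p = 0.000266 and 0.000574). The TNF signaling via NF-kB list had a median of 0.02 with CPM and -0.15 with RLE size factors, so its direction depended on the scaling. Relative to all genes it was lower by 0.14 with CPM (camera in limma, Benjamini-Hochberg adjusted p = 0.00259). The IL-6/JAK/STAT3 list likewise had a median of 0.07 with CPM and -0.07 with RLE size factors, and 28 of its 69 genes were lower with CPM. It lay 0.09 below the median of all genes (camera in limma, Benjamini-Hochberg adjusted p = 0.00606). The inflammatory response list had a median of -0.01 (camera in limma, Benjamini-Hochberg adjusted p = 2.49e-05). With fry and with the estimated correlation 0 lists passed, against 2 and 1 at an unadjusted p-value. Fry gave these inflammatory lists adjusted p-values of 0.882 (limma, Benjamini-Hochberg), where the smallest with the estimated correlation was 0.338. Since fry tests a shift from 0, it placed the TNF and IL-6 lists in the higher direction. It therefore does not test whether these lists were lower relative to all other genes. Without IL-1ß replicate 1, 7 lists passed with camera. The 2 lists that were higher were E2F targets and the G2M checkpoint, with medians of 0.21 and 0.30.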

Overall, MSC-CM treatment caused a significant downregulation of inflammatory pathways such as type 1 and type 2 interferon response, TNF-α and IL-6 signaling (Figure 5C). This anti-inflammatory response can be seen in the downregulation of genes such as CXCL10, IL-1RN, IL-17 receptor, which are known as common mediators of chronic inflammation in OA joints (43).

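CXCL10 was at 28.7 ± 2.42 CPM (SD, n = 3) with MSC-CM and 49.5 ± 17.4 CPM with IL-1ß alone, a log2 fold change of -0.71. IL1RN, which encodes the IL-1 receptor antagonist, was at 326 ± 24.3 and 443 ± 19.8 CPM, a log2 fold change of -0.44. IL17RC was lower, at 105 ± 18.4 against 142 ± 33.4 CPM (log2 fold change -0.41). IL17RA was higher, at 83.8 ± 16.0 against 59.8 ± 26.7 CPM (0.58), and IL17RE was higher by 0.34 on the log2 scale. The IL17RA value lay between 0.14 and 0.83 with each library left out, where the median of all genes in the full fit was 0.16. IL17RA was at 29.1 CPM in IL-1ß replicate 3 and at 77.6 and 72.7 CPM in the other IL-1ß libraries. IL17RB and IL17RD had means under 1 CPM and were not tested. None of the 5 tested genes passed, with an adjusted p-value of 0.705 for each (limma, Benjamini-Hochberg). From the lower pathways and genes the paper reasons that MSC-CM brought about an anti-inflammatory response.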

**Figure 5:**
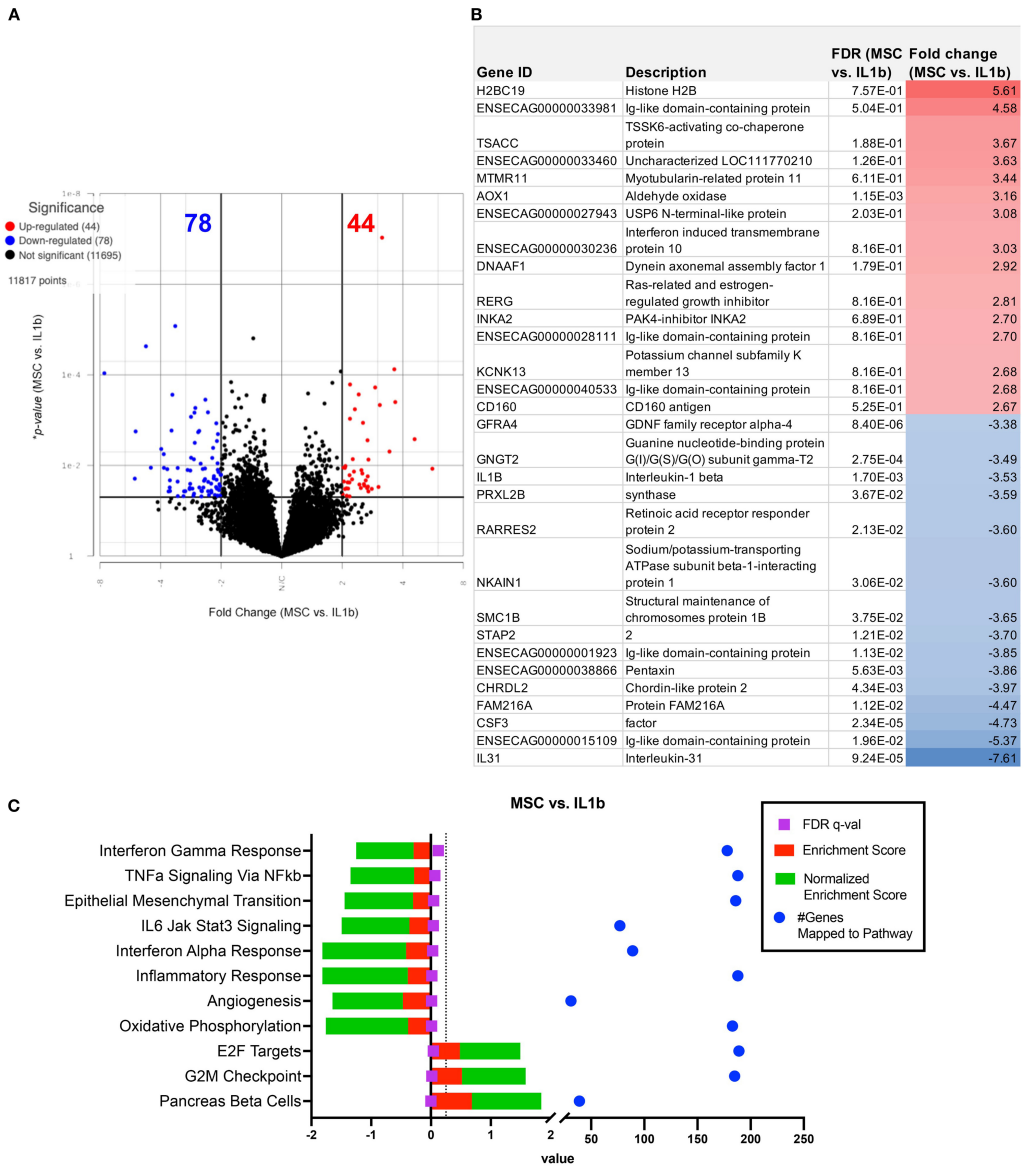
Differential gene expression and pathway analysis of MSC supernatant conditioned macrophages compared to IL-1ß stimulated. **(A)** Volcano plot of MSC treatment vs. IL-1ß. X-axis shows fold change and y-axis shows unadjusted adjusted *p*-value. Significance defined as *p*-value ≤ 0.05 fold change ≥2 or ≤ −2. **(B)** List of genes, description, *unadjusted *p*-value and fold change of top 15 upregulated and downregulated genes in differential analysis results from MSC supernatant treated vs. IL-1ß stimulated samples. **(C)** GSEA results using normalized counts from *n* = 3 MSC supernatant treated vs. IL-1ß stimulated macrophages. Legend shown in box to right.

### Macrophage transcriptomic response to treatment with PRP lysate

We next evaluated the impact of PRP lysate on activated macrophage transcriptomes. This analysis revealed that when compared to MSC-CM conditioned macrophages, PRP lysate treated cultures produced markedly larger changes in the transcriptome (Figure 3A), with 207 unique DEGs that were not found in the other treatment groups (Figure 3B). 

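PRP lysate and MSC-CM treated macrophages were also compared directly, without the IL-1ß libraries as a common control. Between them 304 genes were called changed, 93 higher and 211 lower with PRP lysate. The count was 171 without MSC-CM replicate 3. The mean distance was 68.6 between the libraries of the 2 groups, 67.6 within PRP lysate and 40.4 within MSC-CM (exact permutation test, one-sided, p = 0.1, the smallest p-value possible). CD163, a scavenger receptor of macrophages, had the largest fall (log2 fold change -5.25), followed by ENSECAG00000017042 (-4.29) and ENSECAG00000038794 (-3.68). The largest rises were those of IL31 (2.63), ENSECAG00000039383 (2.56) and CCL17 (2.41), and CCL17 lost its call without MSC-CM replicate 3. IL31 and ENSECAG00000039383 lost theirs in 5 of the 6 fits that left out 1 library. Called against IL-1ß with PRP lysate only, and in none of the other comparisons with IL-1ß or with untreated macrophages, were 188 genes.

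**Figure D2:**
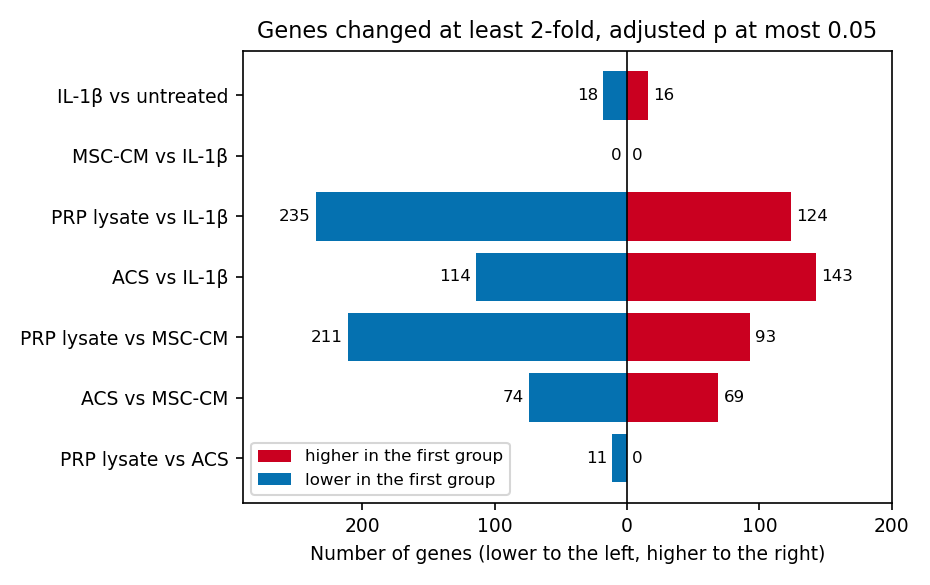
Number of genes changed at least 2-fold at an adjusted p-value of at most 0.05 in each comparison (horizontal axis), higher to the right and lower to the left. PRP lysate against MSC-CM gave 93 higher and 211 lower genes, and RLE size factors turn the balance of ACS against MSC-CM from 69 higher and 74 lower to 87 higher and 50 lower.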

Differential analysis revealed a total of 564 significantly different (FDR ≤ 0.05 and fold change ≥ 2 or ≤ -2) genes (Figure 6A). 

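Against IL-1ß alone, PRP lysate changed 359 genes, 124 higher and 235 lower. With RLE size factors 394 genes were called, 112 higher and 282 lower. Without the fold change threshold 574 genes passed, and 544 passed at an unadjusted p-value with the fold change threshold. The count was 56 when the fit held only these 6 libraries and 694 with DESeq2. When each library was left out in turn it lay between 275 and 469.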

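SLAMF9 (ENSECAG00000022218, chromosome 5, 33964968 to 33973559) was at 0.306 ± 0.234 CPM (SD, n = 3) with PRP lysate and 5.97 ± 1.89 CPM with IL-1ß alone. Its log2 fold change was -2.39 (standard error 0.372, limma Benjamini-Hochberg adjusted p = 0.00204). ENSECAG00000022247 (chromosome 5, 28149438 to 28176387) was at 1.84 ± 0.867 and 20.8 ± 2.55 CPM, a log2 fold change of -2.98 (standard error 0.308, limma Benjamini-Hochberg adjusted p = 0.000138). IL1RN, the gene of IL-1RA, was at 340 ± 60.4 and 443 ± 19.8 CPM. Its log2 fold change of -0.39 did not pass (limma, Benjamini-Hochberg adjusted p = 0.296), nor did it in DESeq2 (adjusted p = 0.25), and all alternatives gave adjusted p-values from 0.206 to 0.741. The largest fall was that of CD163 (ENSECAG00000019111, chromosome 6, 35896420 to 35918134), from 563 ± 173 to 11.4 ± 3.48 CPM. Its log2 fold change was -5.50 (standard error 0.389, limma Benjamini-Hochberg adjusted p = 9.04e-06) and lay between -5.79 and -5.24 with each library left out. ENSECAG00000017042 and ENSECAG00000038794, both on chromosome 12, fell from 41.3 to 0.628 CPM and from 37.7 to 0.871 CPM, with log2 fold changes of -4.72 and -4.40. Among the rises the largest were CCL22 (2.67, from 84.3 ± 29.4 to 523 ± 54.4 CPM) and ESM1 (2.66, from 1.57 ± 0.274 to 15.8 ± 5.12 CPM). ENSECAG00000039383 rose by 2.52 and lost its call in 4 of the 6 fits that left out 1 library.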

Many of the downregulated genes in the PRP lysate treated group included inflammation related genes such as IL-1RA, SLAMF9, ENSECAG00000022247 (Figure 6B). These genes mapped to inflammatory pathways including type 1 and type 2 interferon signaling, complement and coagulation, as well as MTOR. 

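Of the 17 lists, 8 passed with PRP lysate against IL-1ß alone, 3 higher and 5 lower (camera in limma, Benjamini-Hochberg). In the type I interferon response list 37 of 43 genes were lower, with a median log2 fold change of -0.39 (camera in limma, Benjamini-Hochberg adjusted p = 4.14e-10, fry, adjusted p = 0.011). The type II interferon response list had a median of -0.07 and did not pass (camera in limma, Benjamini-Hochberg adjusted p = 0.726). The complement and coagulation list had a median of -0.14 with 55 of 87 genes lower (camera in limma, Benjamini-Hochberg adjusted p = 5.15e-05, fry, adjusted p = 0.0363). The MTORC1 signaling list had a median of -0.03 and did not pass (camera in limma, Benjamini-Hochberg adjusted p = 0.127). The unfolded protein and amino acid stress response list, which rose with IL-1ß alone, had a median of -0.21 (camera in limma, Benjamini-Hochberg adjusted p = 1.35e-05, fry, adjusted p = 0.0363). With the estimated correlation 0 lists passed and 2 did at an unadjusted p-value.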

All of which are molecular mechanisms implicated in the inflammatory response in OA pathogenesis (44). However, the PRP lysate treatment also generated upregulation of inflammatory response according pathway analysis, with significant upregulation of pathways such as TNF-α, IL-2 signaling, and Myc targets (Figure 6C). These pathways were not found to be significant in the IL-1β alone group and are therefore a unique reaction of the macrophages responding to the proteins contained in the PRP.

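In the TNF signaling via NF-kB list 64 of 86 genes were higher with PRP lysate than with IL-1ß alone, with a median log2 fold change of 0.60 (camera in limma, Benjamini-Hochberg adjusted p = 2.45e-05, fry, adjusted p = 0.0363). Of 87 MYC target genes 72 were higher, with a median of 0.21 (camera in limma, Benjamini-Hochberg adjusted p = 0.000214, fry, adjusted p = 0.0255). The IL-2/STAT5 signaling list had a median of 0.10, or -0.01 relative to all genes, and did not pass (camera in limma, Benjamini-Hochberg adjusted p = 0.726). The inflammatory response list had a median of 0.11 and did not pass (camera in limma, Benjamini-Hochberg adjusted p = 0.633).

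**Figure D3:**
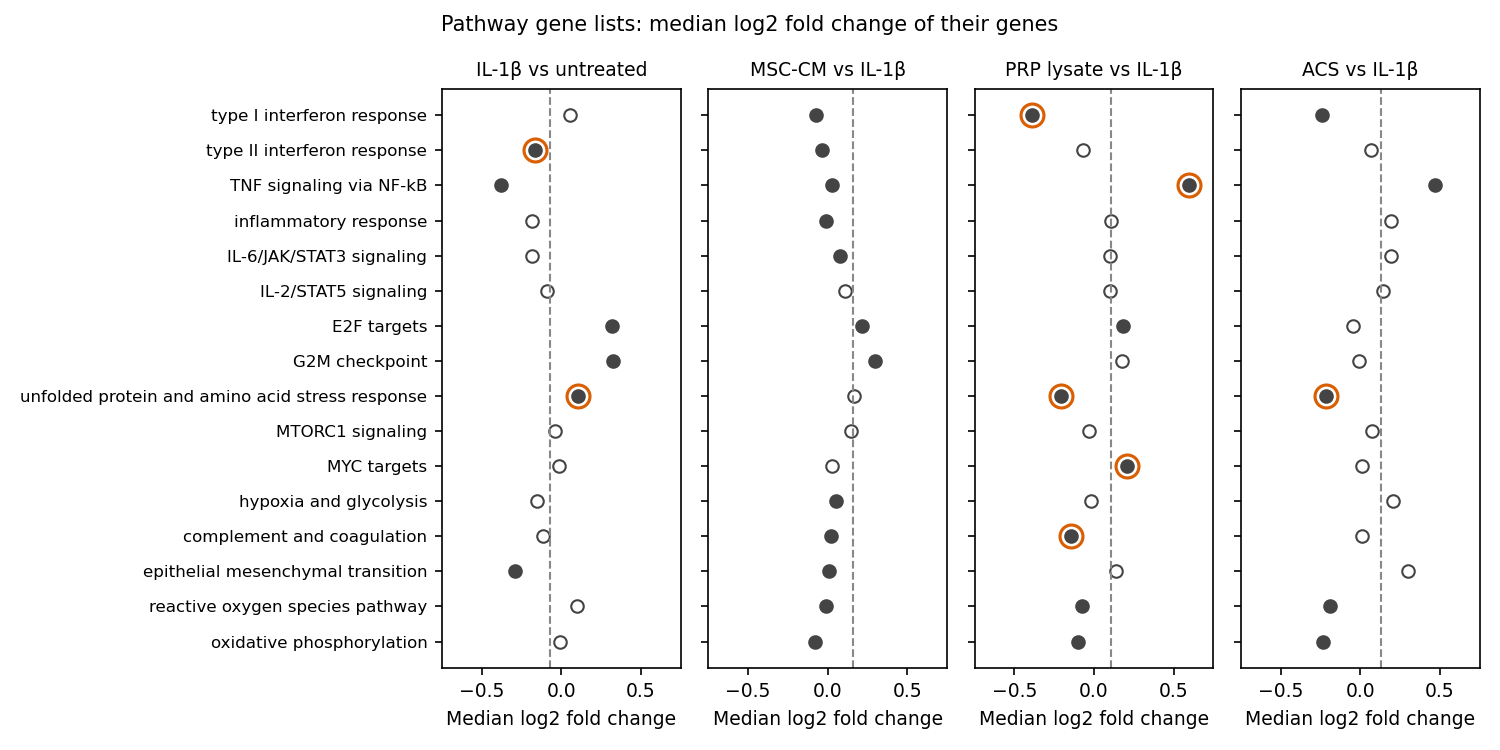
Median log2 fold change (horizontal axis) of pathway lists in 4 comparisons, filled where camera and ringed where fry gave an adjusted p-value of at most 0.05, with the median of all genes as a dashed line. With RLE size factors the MSC-CM medians of the TNF and IL-6 lists turn from 0.02 and 0.07 to -0.15 and -0.07, and further lists near 0 also change sign.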

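With IL-1ß alone against untreated macrophages, the TNF signaling via NF-kB list was among the lists that passed, in the lower direction. The MYC target list had a median of -0.01 (0.04 with RLE size factors) and did not pass (camera in limma, Benjamini-Hochberg adjusted p = 0.435). The IL-2/STAT5 signaling list had a median of -0.09 and did not pass (camera in limma, Benjamini-Hochberg adjusted p = 0.561). The paper reasons that pathways not significant with IL-1ß alone are a reaction of the macrophages to proteins contained in PRP.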

**Figure 6:**
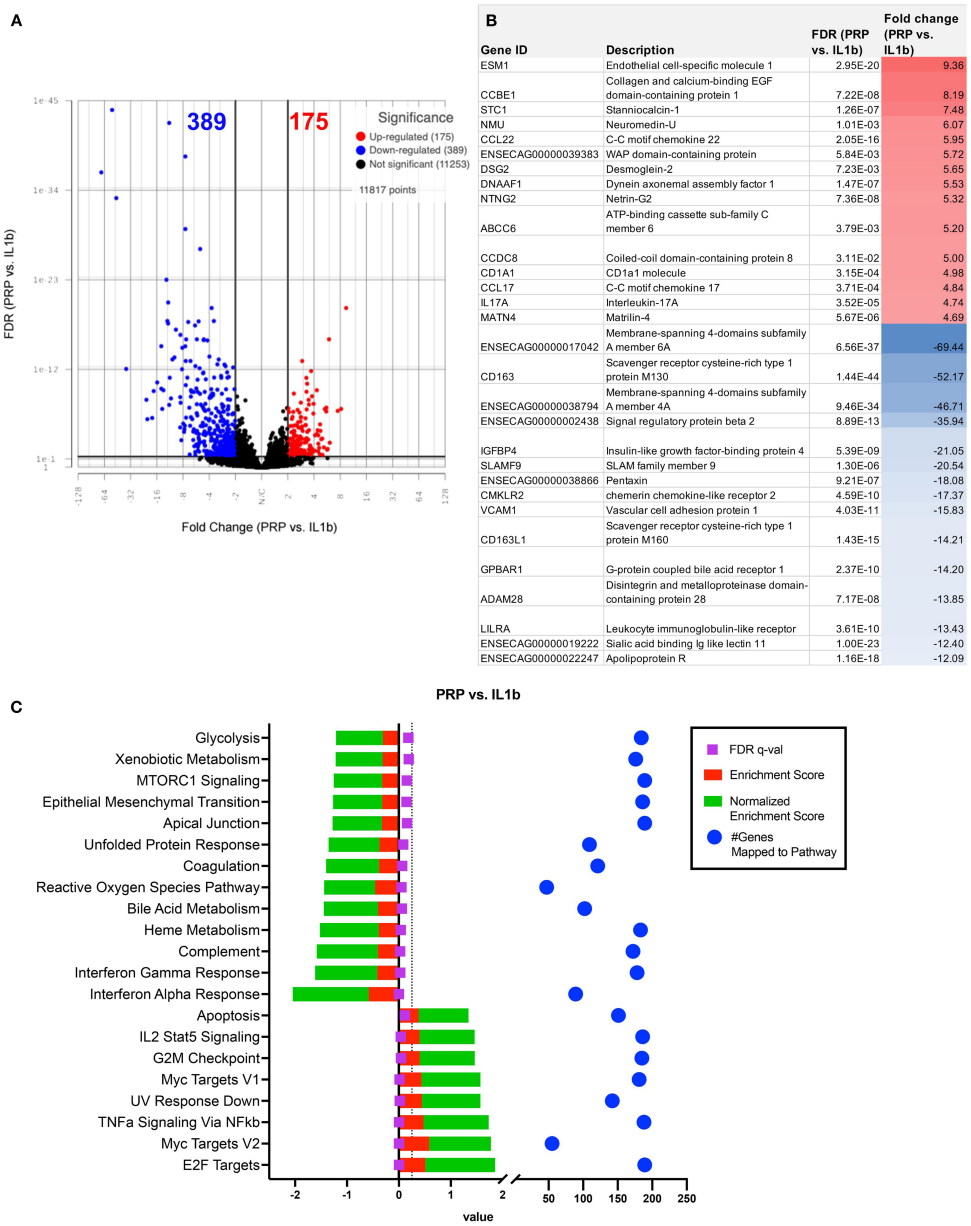
Differential gene expression and pathway analysis of PRP treated macrophages compared to IL-1ß stimulated. **(A)** Volcano plot of PRP treated vs. IL-1ß. X-axis shows fold change and y-axis shows unadjusted adjusted *p*-value. Significance defined as FDR adjusted *p*-value ≤ 0.05 fold change ≥2 or ≤ −2. **(B)** List of genes, description, FDR, and fold change of top 15 upregulated and downregulated genes in differential analysis results from PRP treated vs. IL-1ß stimulated samples. **(C)** GSEA results using normalized counts from *n* = 3 PRP treated vs. IL-1ß stimulated macrophages.

### Upregulation of multiple inflammatory pathways following treatment of activated macrophages with ACS

We assessed the responses of IL-1ß activated macrophages to treatment with ACS. In contrast to the MSC-CM treatment, the ACS treatment induced a similar response to PRP lysate, creating a greater degree of change in the macrophage transcriptome, with a total of 564 significantly differentially expressed genes (FDR ≤ 0.05 and fold change ≥ 2 or ≤ -2) (Figure 7A). 

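ACS changed 257 genes against IL-1ß alone, 143 higher and 114 lower. RLE size factors gave 261 genes, with 123 higher and 138 lower. At an unadjusted p-value 634 genes passed the same fold change threshold. The count was 705 without IL-1ß replicate 1, and 103 without ACS replicate E and also without F. It fell less far without ACS replicate D or IL-1ß replicate 2. Compared directly with MSC-CM, ACS changed 143 genes, 69 higher and 74 lower, and with RLE size factors 137, of which 87 were higher and 50 lower. This count was 53 without MSC-CM replicate 3. Between PRP lysate and ACS 11 genes were called, all lower with PRP lysate, and 0 with only these 6 libraries in the fit (103 at an unadjusted p-value). They included MMP1 (169 ± 59.7 CPM with PRP lysate and 800 ± 109 CPM with ACS, SD, n = 3, log2 fold change -2.30, limma Benjamini-Hochberg adjusted p = 0.00264). SELP (-1.98) and CD163 (-2.39) were also among them, and lost their calls in 3 and 5 of the 6 fits that left out 1 library. Without ACS replicate E 5 genes were called, namely MMP1 and, chosen after their values were seen, CTSC, MERTK, NDUFA4L2 and TGM2.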

Out of all the significant DEGs, 268 of these genes were shared by the PRP treated macrophages (Figure 3B) whereas only 27 were shared with MSC-CM treated macrophages. 

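PRP lysate and ACS shared 165 of the genes called against IL-1ß, all changed in the same direction. Both comparisons use the same IL-1ß libraries, which alone makes their values alike. Groups that do not differ from IL-1ß were simulated from the residuals of all libraries, with the IL-1ß libraries redrawn too. Sets of the same sizes, taken by p-value without the fold change threshold, overlapped by a median of 54 genes and at most 180. In 4 of 100 draws the overlap was as large as observed. The log2 fold changes of all genes correlated at r = 0.80 across genes, which are not independent replicates, where the simulated median was 0.64 and 33 of 100 draws were as high. MSC-CM at the unadjusted p-value and ACS shared 3 genes, IL6, ENSECAG00000038866 and NLRP12, of which NLRP12 was chosen after its values were seen. The simulated median was 13.5 genes, and 88 of 100 draws shared as many. Without IL-1ß replicate 1 the overlaps were 261 and 161 genes, and without IL-1ß replicate 2 they were 114 and 9. DESeq2 gave 342 and 87 shared genes.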

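CCL22 (ENSECAG00000040031, chromosome 3, 10308740 to 10313566) was at 839 ± 60.1 CPM (SD, n = 3) with ACS and 84.3 ± 29.4 CPM with IL-1ß alone. Its log2 fold change was 3.36 (standard error 0.288, limma Benjamini-Hochberg adjusted p = 7.72e-05). TIMP3 (ENSECAG00000018314, chromosome 28, 32034450 to 32089053) rose from 27.7 ± 4.04 to 165 ± 6.34 CPM, a log2 fold change of 2.54 (standard error 0.214, limma Benjamini-Hochberg adjusted p = 7.72e-05). CCL17 (ENSECAG00000000054, chromosome 3, 10345976 to 10357681) rose from 105 ± 54.0 to 609 ± 149 CPM (log2 fold change 2.62, standard error 0.459, limma Benjamini-Hochberg adjusted p = 0.00857). ENSECAG00000031387 lies between them on chromosome 3, from 10321313 to 10332373, and rose from 4.59 ± 1.33 to 25.4 ± 8.46 CPM (log2 fold change 2.22, standard error 0.355, limma Benjamini-Hochberg adjusted p = 0.00531). The deposited values list it by its identifier and list no gene under the symbol CX3CL1. RNASE6 was lower with ACS, at 10.5 ± 2.77 against 65.7 ± 4.95 CPM (log2 fold change -2.56, standard error 0.368, limma Benjamini-Hochberg adjusted p = 0.00307). DNMT3L was also lower, at 0.42 ± 0.209 against 3.83 ± 0.66 CPM (log2 fold change -1.77, standard error 0.276, limma Benjamini-Hochberg adjusted p = 0.00466). These 6 genes kept the call in all fits that left out 1 library, and CCL17 and ENSECAG00000031387 lost it when the fit held only the ACS and IL-1ß libraries. The other large rises were NR4A3 (2.86, from 39.1 ± 28.6 to 223 ± 54.5 CPM) and ENSECAG00000036967 (2.69), and NR4A3 lost its call without any 1 of the ACS libraries. The largest falls were those of ENSECAG00000038794 (-3.70), CD163 (-3.12, to 64.6 ± 25.0 CPM) and ENSECAG00000017042 (-3.06).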

Although there were genes associated with catalytic activity (RNASE6, DNMT3L), most of the upregulated genes are commonly associated with inflammatory responses such as CCL22, CCL17, ENSECAG00000031387 or CX3CL1, TIMP3 (Figure 7B). Matching the individual gene profile, the significant pathways included upregulation of inflammatory responses, IL-2 signaling, TNFα and KRAS signaling as well as hypoxia (Figure 7C). 

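With ACS against IL-1ß alone 5 lists passed, 1 higher and 4 lower (camera in limma, Benjamini-Hochberg). The list that rose was TNF signaling via NF-kB, with 66 of 86 genes higher and a median log2 fold change of 0.47 (camera in limma, Benjamini-Hochberg adjusted p = 0.000157), and fry gave it an adjusted p of 0.0669 (limma), where the estimated correlation gave none under 0.41. The inflammatory response list had 63 of 95 genes higher and a median of 0.19 but did not pass (camera in limma, Benjamini-Hochberg adjusted p = 0.195). Hypoxia had a median of 0.21 and IL-2/STAT5 signaling one of 0.14, both with an adjusted p-value of 0.54 (camera in limma, Benjamini-Hochberg). Relative to all genes these medians were 0.08 and 0.01. With the estimated correlation 0 lists passed and 1 did at an unadjusted p-value.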

Finally, similarly to PRP lysate treatment, ACS also induced a downregulation of MTOR signaling and type 1 interferon signaling, demonstrating some potential to induce favorable changes in the OA joint environment.

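The type I interferon response list had a median log2 fold change of -0.24 with ACS, with 27 of 43 genes lower (camera in limma, Benjamini-Hochberg adjusted p = 0.000261, fry, adjusted p = 0.136). The MTORC1 signaling list had a median of 0.07 with CPM and -0.05 with RLE size factors, and did not pass (camera in limma, Benjamini-Hochberg adjusted p = 0.106). Relative to all genes it was at -0.06. The lists of the unfolded protein response (median -0.22), oxidative phosphorylation (-0.23) and the reactive oxygen species pathway (-0.19) were also lower with camera, and only the first passed with fry (limma, Benjamini-Hochberg adjusted p = 0.0281). From the lower MTOR and type I interferon signaling the paper concludes that ACS has some potential for favorable changes in the OA joint.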

**Figure 7:**
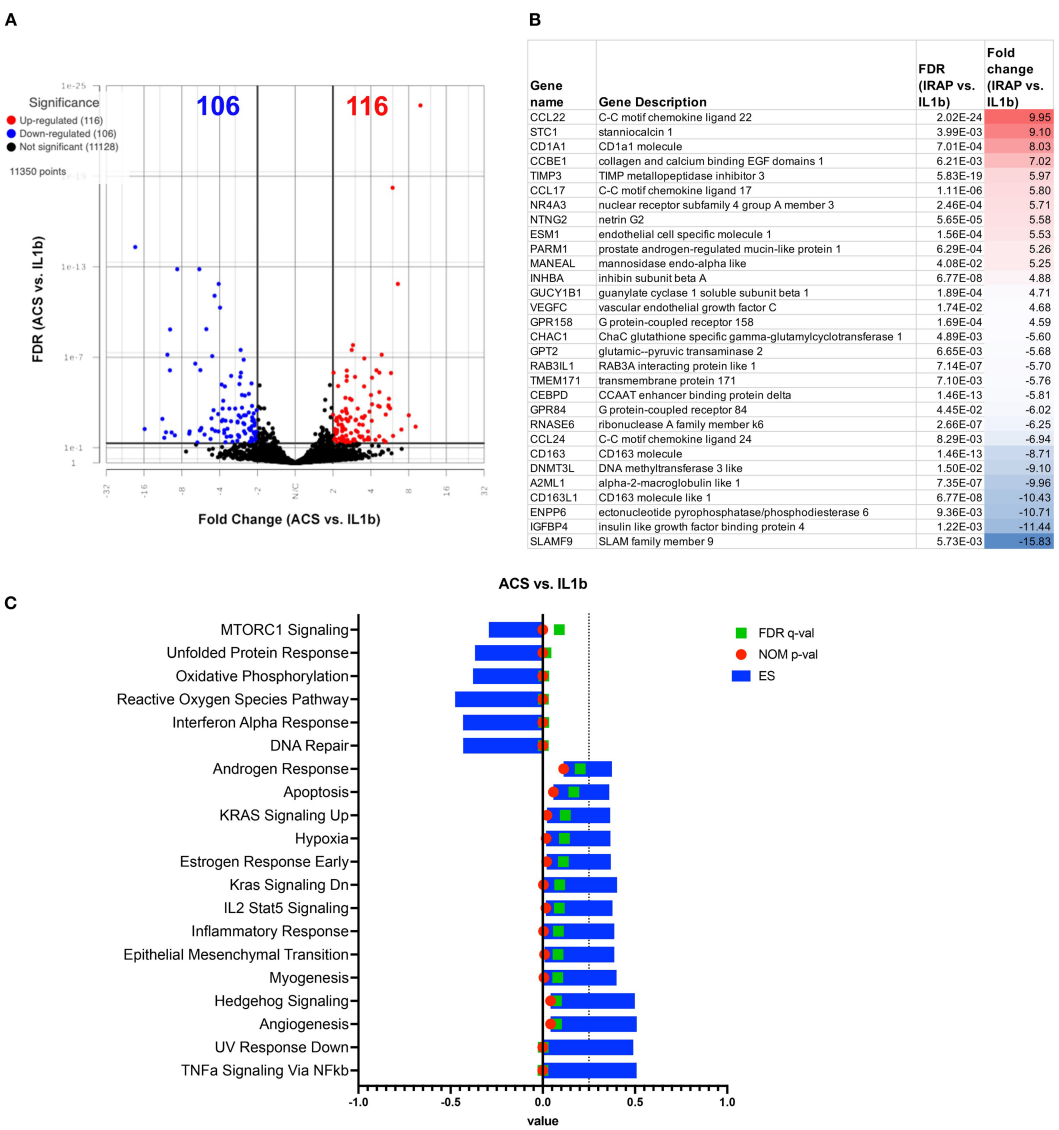
Differential gene expression and pathway analysis of ACS treated macrophages compared to IL-1ß stimulated. **(A)** Volcano plot of ACS treated vs. IL-1ß. X-axis shows fold change and y-axis shows unadjusted adjusted *p*-value. Significance defined as FDR adjusted *p*-value ≤ 0.05 fold change ≥2 or ≤ −2. **(B)** List of genes, description, FDR, and fold change of top 15 upregulated and downregulated genes in differential analysis results from ACS vs. IL-1ß stimulated samples. **(C)** GSEA results using normalized counts from *n* = 3 ACS treated vs. IL-1ß stimulated macrophages. Blue bars show ES, green FDR significant values, and nominal *p*-values shown in red.

### Impact of OT treatment on macrophage polarization

Finally, we evaluated the ability of various OT treatments to affect macrophage polarization; recognizing that polarization is represented by a dynamic state beyond the traditional assessment of M1 vs. M2 (45, 46). Assessment of up- or downregulation of genes associated with M1 versus M2 macrophage phenotypes. These findings are summarized in Supplemental materials 5–7. Gene set lists from GSE5099 specific to *in vitro* derived M1 or M2 human monocyte derived macrophages were used to generate heat maps for genes expressed in the equine macrophages. 

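The lists of genes up and down in M1 macrophages were taken from the paper's supplementary table. Of 194 M1 up genes 147 were tested, and of 189 M1 down genes 94. With IL-1ß against untreated macrophages 50.3% of the M1 up genes had a higher mean, and 72.8% did without IL-1ß replicate 3. Against IL-1ß alone the share was 63.9% with MSC-CM, 55.1% with PRP lysate and 56.5% with ACS, and RLE size factors turned it to 43.5%, 46.3% and 47.6%. Relative to all genes the median log2 fold change of the M1 up genes was -0.05 with MSC-CM, -0.07 with PRP lysate and -0.08 with ACS. DESeq2 moved the share with MSC-CM most, to 40.1%, and without IL-1ß replicate 3 the share was 44.2% with PRP lysate and 45.6% with ACS. The M1 down genes had a higher mean in 72, 66 and 70 of 94 with MSC-CM, PRP lysate and ACS, and in 32 with IL-1ß. Neither list passed in any of these comparisons, with adjusted p-values from 0.0925 for the M1 down genes with ACS to 0.473 (camera in limma, Benjamini-Hochberg). Adjusted over the list alone, 11 M1 up genes passed with PRP lysate, 3 higher and 8 lower, and 9 with ACS, 5 higher and 4 lower. Adjusted over all genes tested, 7 passed with each. With MSC-CM 0 passed either way and 8 did at an unadjusted p-value, and with IL-1ß 0 and 16. Of the M1 down genes, TFPI and TSPAN11 (higher) and ALDH2 (lower) passed with PRP lysate, and TFPI and SOX4 (higher) with ACS, all chosen after their values were seen.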

Macrophages treated with orthobiologics present a mixed phenotype, with both up and down regulation of “M1 up” genes as well as “M1 dn”. Macrophages treated with orthobiologics also showed mixed expression of “leukocyte activation genes” which would be important for modulation of the *in vivo* inflamed joint environment. 

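The paper's list of leukocyte activation genes holds 52 genes, of which 39 were tested. With MSC-CM 19 were higher and 20 lower than with IL-1ß alone, with PRP lysate 18 and 21, and with ACS 20 and 19. Adjusted over the list alone, 15 passed with PRP lysate, 6 higher and 9 lower, and 9 passed adjusted over all genes. With ACS 8 passed over the list alone, 4 higher and 4 lower (3 and 5 with RLE size factors), and 6 over all genes. All of the 8, which included TNF, IFNG, IL13, IRF7 and AIF1, were among the 15. With MSC-CM 0 passed and 2 did at an unadjusted p-value. Without IL-1ß replicate 2 the number with PRP lysate was 9, and no alternative moved it further.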

Looking at a more condensed gene list of commonly known macrophage phenotyping genes (dot plots, Supplemental material 6), for example IFNG is downregulated in IL1b and MSC groups, IL6 is downregulated in PRP and ACS groups. 

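IFNG was at 9.82 ± 2.60 CPM (SD, n = 3) in untreated macrophages, 9.24 ± 1.37 CPM with IL-1ß and 9.57 ± 2.92 CPM with MSC-CM. Its log2 fold change was -0.06 with IL-1ß (limma, Benjamini-Hochberg adjusted p = 0.907), and ranged from -0.23 to 0.12 with each library left out. With MSC-CM it was 0.02 (limma, Benjamini-Hochberg adjusted p = 0.977), and -0.14 with RLE size factors. PRP lysate raised IFNG to 36.4 ± 6.46 CPM (log2 fold change 1.87, standard error 0.237, limma Benjamini-Hochberg adjusted p = 0.000539). ACS raised it to 20.3 ± 3.13 CPM (1.06, limma Benjamini-Hochberg adjusted p = 0.0291), a call lost with RLE size factors and in 5 of the 6 fits that left out 1 library. IL6 was at 49.0 ± 9.91 CPM with IL-1ß alone and 9.45 ± 6.53 CPM with PRP lysate (log2 fold change -2.55, standard error 0.508, limma Benjamini-Hochberg adjusted p = 0.0102). With ACS it was at 11.3 ± 5.82 CPM (-2.12, limma Benjamini-Hochberg adjusted p = 0.0376), and this call was lost without ACS replicate E or F or without IL-1ß replicate 2 or 3. With only the 2 groups fitted, the IL6 calls with PRP lysate and ACS were both lost. IL6 was at 21.6 ± 2.33 CPM with MSC-CM and did not pass (log2 fold change -1.13).

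**Figure D4:**
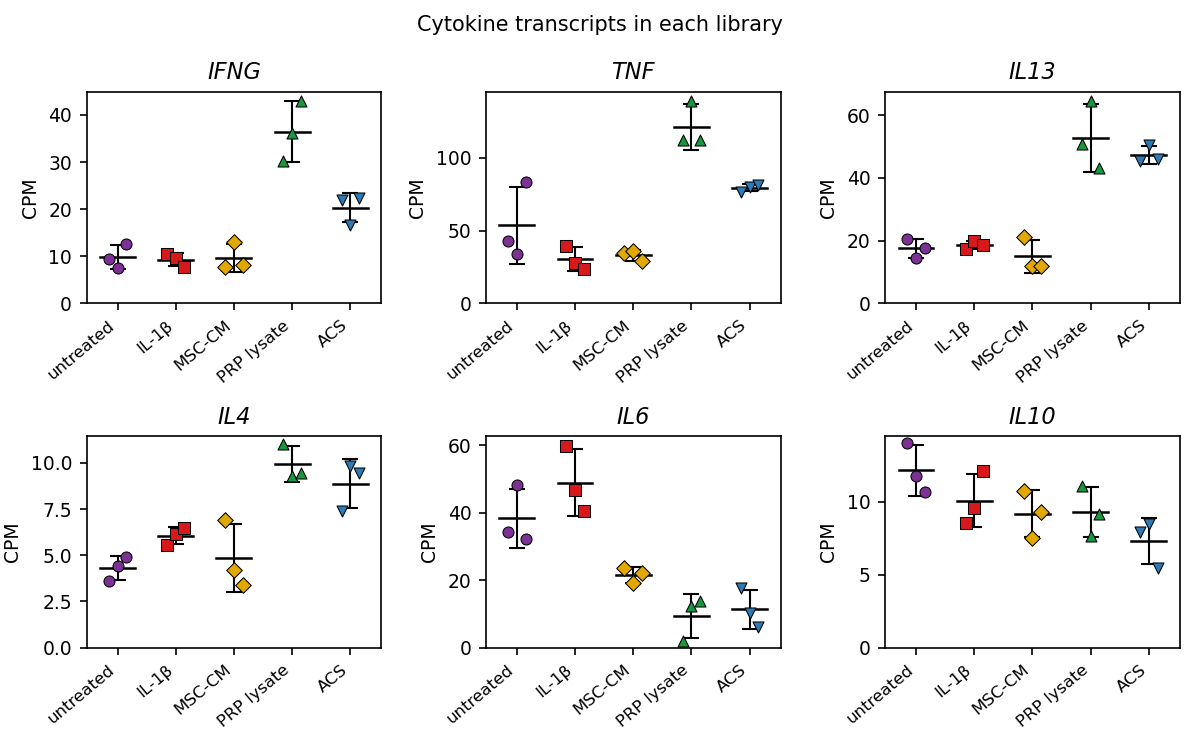
CPM of IFNG, TNF, IL13, IL4, IL6 and IL10 (vertical axes) in each of the 3 libraries per condition (points), with the mean and SD. IFNG lies at 36.4 ± 6.46 CPM with PRP lysate and 9.24 ± 1.37 CPM with IL-1ß alone, and its small rise with MSC-CM (0.02 on the log2 scale) turns to -0.14 with RLE size factors.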

Whereas IL13 and IL4 (M2 gene) is upregulated in PRP and ACS group.

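IL13 was at 18.6 ± 1.24 CPM (SD, n = 3) with IL-1ß alone, 52.9 ± 10.9 CPM with PRP lysate and 47.3 ± 2.83 CPM with ACS. Its log2 fold changes were 1.44 with PRP lysate (standard error 0.217, limma Benjamini-Hochberg adjusted p = 0.00166) and 1.30 with ACS (limma, Benjamini-Hochberg adjusted p = 0.00658). Both calls held in all fits that left out 1 library, and the call with PRP lysate was lost when only the 2 groups were fitted. IL4 was at 6.05 ± 0.458 CPM with IL-1ß alone, 9.93 ± 0.97 CPM with PRP lysate and 8.88 ± 1.31 CPM with ACS. Its log2 fold changes of 0.63 and 0.48 did not pass (limma, Benjamini-Hochberg adjusted p = 0.124 and 0.231), although every PRP lysate and every ACS library lay above every IL-1ß library. With PRP lysate IL4 was among the genes that passed adjusted over the leukocyte activation list alone.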

## Discussion

Orthobiologics have been increasingly used in the treatment of equine musculoskeletal disease in recent years, and it is therefore important to understand how these new treatments modulate joint inflammatory responses mechanistically (15, 16, 24, 28). Therefore, the primary goal of this study was to elucidate mechanisms of action of three commonly used biologic therapies on macrophage function and polarization, as synovial macrophages are recognized as one of the most immunologically active cells within the joint and in the progression of OA. Improved understanding of the effects of biologic therapies on key immune effector cells within the joint is fundamental to further designing trials with the correct biomarker endpoints to determine relative biological effects of treatments, including cytokines in synovial fluid or sequencing of synovial fluid or tissue biopsies. Key findings of this study were that all treatments reduced levels of IL-1ß, while MSC-CM induced the greatest increase in anti-inflammatory IL-10 levels, and both PRP lysate and ACS induced lower levels of IL-6 and IP-10 relative to MSC-CM. These findings demonstrate potential beneficial effects of all treatments assessed relative to OA progression, albeit through different mechanisms. RNA sequencing revealed that MSC-CM downregulated inflammatory gene expression while PRP lysate and ACS directed a mixed response with upregulation of both pro- and anti-inflammatory gene pathways and mixed M1/M2 macrophage polarization. This study is the first to report the relative effects of three commonly used orthobiologic formulations in the modification of inflammation induced in macrophages, simulating conditions experienced in inflamed osteoarthritic joints. These findings will inform future studies examining the potential benefits of regenerative therapies *in vivo* in various models of OA in horses.

Multiple cytokines that were differentially secreted by macrophages following treatment with orthobiologics have been implicated to play a role or have prognostic value in assessing the severity of OA. Disruption of the cytokine balance toward a pro-inflammatory state in the pathogenesis of OA has been described to propagate a “vicious cycle” activating catabolic enzymes and contributing to further damage to cartilage, synovium, and intra-articular soft tissue structures (43). IL-1ß has been cited as one of the primary pro-inflammatory cytokines involved in the pathogenesis of OA, among other disease conditions (43), inducing catabolic events including cartilage degradation through mitogen-activated protein kinase (MAPK) signaling, reducing cartilage extracellular matrix *via* ERK activation, and inhibiting collagen synthesis through SOX-9 expression (47, 48). As noted, in this study, IL-1ß secretion was downregulated by all three orthobiologics assessed. Furthermore, concentrations of PGE-2 in synovial fluid have been evaluated to determine degree of joint inflammation as they are consistently elevated in naturally occurring (49) and experimental models of equine OA (50) and lameness in horses in general (51). While PGE-2 was not induced to a significantly greater extent in the IL-1ß stimulated macrophages vs. control, PGE-2 levels were found to be lowest in the MSC and ACS treated groups and were actually significantly upregulated in the PRP lysate group, consistent with the mixed induction of some pro-inflammatory pathways seen with PRP lysate on RNA sequencing analysis.

Interleukin-6 (IL-6) has historically been characterized as pro-inflammatory (52, 53) and documented to be upregulated in joints with osteoarthritis (54, 55), although more recent work has suggested that it may play a more immunomodulatory and not strictly a pro-inflammatory role (56–58). In humans undergoing knee arthroscopy, IL-6 and MCP-1 concentrations have been correlated to higher (worse) intraoperative International Cartilage Repair Society (ICRS) scores, were the greatest predictors of more severe cartilage lesions, and were associated with more prolonged pain postoperatively (59). Both IL-6 and IP-10 were further associated with greater hip OA pain and were detected in both the synovial fluid (IL-6 and IP-10) and synovium (IP-10) of OA vs. healthy patients, indicating distinct inflammatory processes may drive OA in specific joints or at specific time points in disease progression (60). In this study, IL-6 and IP-10 secretion were downregulated by PRP lysate and ACS in comparison to IL-1ß stimulated macrophages. Given the conflicting reports on the relative catabolic vs. pro-chondrogenic effects of IL-6 to equine cartilage, further studies on the global role of IL-6 in equine OA are warranted.

Interleukin-10 (IL-10) is broadly considered to be an anti-inflammatory cytokine through multiple pathways and is primarily synthesized by immune cells and to a lesser extent by chondrocytes within the joint, where it plays a role in cartilage extracellular matrix turnover (61). In this study, MSC-CM maintained levels of IL-10 close to those of the positive control and to significantly higher levels than that induced by treatment with PRP lysate or ACS. In addition, RANTES (regulated upon activation, normal T cell expressed and secreted) has further been associated with recruitment of macrophages and PGE-2 generation following injection in rodent models and reported as a mediator of acute and chronic inflammation (59). In humans, RANTES levels were among the strongest predictors, along with platelet-derived growth factor and vascular endothelial growth factor, of postoperative improvement regardless of initial injury or degree of cartilage degradation at the time of surgery (59). This is interesting in the context that, of the treatments assessed, MSC-CM upregulated RANTES most, resulting in greater secretion of RANTES by macrophages compared to PRP lysate, although no treatment was significantly different from the positive or negative control. These findings shed some light on the relative effects of orthobiologic agents in the context of IL-1ß induced inflammation and highlight the concept that the pathogenesis of OA involves activation of signaling pathways by multiple cytokines (43).

This study represents the first in-depth look at how equine macrophages respond to IL-1ß, a relevant inflammatory cytokine in osteoarthritis progression, quantified *via* transcriptomic analysis. Macrophages were co-cultured with recombinant IL-1ß to model the inflammatory synovial environment that impairs healing and exacerbates OA progression, as IL-1ß has been commonly associated with the osteoarthritic synovial environment as a pro-inflammatory cytokine, in addition to IL-6 and TNF-α (43). In response to IL-1ß stimulus, the ROS pathway, and several key leukocyte activation genes such as TLR1, TLR9, TLR2, IL4, IFNGR1, IL-13 etc. (GO:0045321), were upregulated in IL-1ß treated macrophages compared to the control unstimulated macrophages. Overall, the most upregulated genes were related to inflammatory immune system (SLAMF9, PPBP, TRIB3, GPR84, and DDIT4) and metabolic processes (CHAC1, PSAT1, PEAK3, and CEBPD). Simultaneously, downregulated genes mapped to categories including impaired cell signaling and biological regulation of cellular adhesion and differentiation. Thus, the transcriptomic analysis techniques employed here provided previously unreported insights into how equine macrophages respond to activation by relevant joint inflammatory cytokines, with relevance to the interaction and response of joint cells to orthobiologic treatments in osteoarthritis.

Macrophage polarization states are key in regulation of inflammation in the osteoarthritic joint (62–64). The upregulation of anti-inflammatory genes demonstrated following MSC-CM treatment represents a polarization toward an M2 macrophage phenotype and is consistent with previous reports discussing the importance of MSC-macrophage crosstalk in the maintenance of homeostasis in inflammatory microenvironments and the role of macrophage phenotype switching from M1 to M2 in tissue repair (62, 63) (Supplementary materials 5–7). Published datasets of gene expression include key patterns (65) seen in polarized macrophages *in vitro* that define the transcriptomic response beyond the dichotomy of M1 and M2 (66). While it is recognized that the findings of this study may not be directly compared to human data sets on resting macrophages given species differences and the induced IL-1ß inflammation modeled here, these previous reports provide a baseline from which initial comparisons may be drawn. In this study, the IL-1ß treated macrophages co-cultured with PRP upregulated many genes previously classified as M1 or pro-inflammatory oriented; for example, 41% of the M1 genes found in GSE5099 and several of the “leukocyte activation genes” found in GO:0002269 (leukocyte activation involved in inflammatory response) such as IFN-γ, IL-13, and IL-4, were upregulated, suggesting that PRP lysate polarized macrophages toward an M1 profile in these pathways (Supplementary material 2). Transcriptome abundance, a more sensitive measure than protein levels, further indicated upregulation of TNF-α; of note, these outcomes may lack correlation if protein levels were not high enough to detect *via* multiplex assay or if the stimulus was not sufficient to trigger release but was strong enough to alter transcript abundance. However, overall pathway analysis for PRP lysate-treated samples revealed a global transcriptome that points to a downregulation of the immune response, type I and II interferon pathways, complement and ROS pathways, indicating (as with MSC-CM) the potential utility of PRP lysate to resolve chronic inflammation during OA pathogenesis. Finally, PRP treatment also resulted in the largest number of “uniquely” differentially expressed genes (207 as seen on VENN diagram, Supplementary material 3) of orthobiologic therapies assessed, some of which mapped to angiogenesis, integrin signaling, TGF-ß, and other pathways that produce downstream effects that could potentially contribute to the amelioration of tissue damage and inflammatory cell infiltrate. These results highlight the importance of the non-biased approach used here to analyze transcriptomic response to therapy and investigate the mechanisms of action by which orthobiologic therapies exert an effect.

Treatment of macrophages with ACS also created an apparent shift in the macrophage transcriptome, and, similarly to that seen with PRP lysate treatment, downregulated several inflammatory pathways including ROS, oxidative phosphorylation, and the type II interferon response. The 153 genes unique to the ACS treatment (Figure 3) present sets of genes that, although inflammatory, could be beneficial to recruit innate immune cells to the site of inflammation (toll like receptor (TLR) signaling, Wnt signaling, integrin, glycolysis, DNA replication, and EGF receptor), which may further contribute to the initial phase of tissue repair in traumatic injury. In contrast to MSC-CM, ACS treatment also upregulated several inflammatory pathways (TNF-α, IL-2, Stat 5 signaling, and apoptosis), along with multiple M1 leukocyte activation genes (TNF-α, IFN- γ, IL4, and FOXP1). Similarly to PRP lysate-treated macrophages, approximately 44% of M1-associated genes (GSE5099) were upregulated compared to the 62% M1-associated upregulated genes in the IL-1ß alone group (Supplementary Figure S2). Despite the upregulation of multiple M1 genes, it has been previously reported that the M2 macrophage response encompasses a dynamic spectrum of transcriptomic states ranging from the classic M2 tissue resident macrophage to M2a, b, c and d subtypes depending on which receptor(s) are activated (IL-4, TGF-ß, or glucocorticoids) and their respective downstream effects (67). For example, the M2a phenotype has been found to upregulate peroxisome proliferator-activated receptor (PPAR), STAT6 and STAT3 pathway genes, which were all upregulated in the ACS group. These transcriptomic shifts and plasticity of macrophage polarization further highlight the advantages of using an impartial approach (i.e., bulk RNA sequencing) to investigate cell product derived therapeutics for the treatment of joint diseases.

Caveats to study design include small donor horse sample size, inherent variability in orthobiologic composition between individual donors and products available, and assessment of cytokine concentrations and differential gene expression at a single time point. Different donor horses were used to develop orthobiologic treatments vs. monocyte-derived macrophage cultures simply due to availability at the time the studies were performed. It is further acknowledged that the model employed is not proposed to represent the spectrum of conditions encompassing OA, and likely did not fully capture the chronic inflammatory response seen in longstanding degenerative joint disease nor the potential for orthobiologic agents to exert a longer-term effect in mitigation of disease progression as culture media and macrophages were only assessed at a single time point. The peripheral blood monocyte-derived macrophage model employed is recognized to not fully represent the complexity and spectrum of synovial macrophage phenotypes. In addition, activation of macrophages in this model may have been enhanced through combined stimulation using both IL-1ß and TNF-α, both cytokines found to be elevated in OA, as has been recently described (68). Interpretation of transcriptomic data cannot be used to predict net outcomes in comparing OT treatments but does give us the most in-depth evaluation possible as to what processes are invoked through OT treatment with emphasis on overall pathways, rather than individual genes. Finally, it is acknowledged that substantial variability exists between preparation and composition of orthobiologic therapies, including differences between manufacturers, culture techniques such as serum source and media components for mesenchymal stromal cells, and individual donor factors including the health, time of day and environment of the donor prior to tissue donation (69, 70). For example, the PRP lysate product used (Arthrex ACP) represents a relatively low platelet concentrate with lower levels of platelet derived growth factor (PDGF) and other related growth factors than other commercially available products; it is recognized that other formulations with higher platelet concentrations may have yielded different results. Furthermore, characterization of the PRP lysate and ACS products used here were not supplied, which is recognized as a limitation. Finally, cultures were performed with conditioned media from MSC rather than cells themselves, which was done in an attempt to standardize comparisons between products as much as possible, and it is hypothesized that co-culture with cells would have only accentuated the findings reported. While this study represents an initial comparison of three treatments that are currently commonly employed in equine practice, but it is further acknowledged that multiple others (e.g., alpha-2 macroglobulin, autologous protein solution, adipose derived MSC or MSC-CM, amnion, and urinary bladder matrix) exist, in addition to other formulations of the products investigated here, and that comparison of effect and mechanism of action in future *in vitro* and *in vivo* studies is warranted.

In summary, these findings indicate that commonly used equine orthobiologic therapies exert their actions through various mechanisms including induction of differential cytokine production and gene expression from resident joint tissues that may be beneficial in treatment of osteoarthritis, and further highlight the benefits of employing a non-biased approach to transcriptomic and cytokine analysis to investigate mechanisms of action of these treatments. These studies begin to address a critical gap in our understanding of the relative immunomodulatory properties of regenerative therapies commonly used in equine practice to treat musculoskeletal disease and will serve as a platform from which further *in vivo* comparisons of orthobiologic therapies may build.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository and accession number(s) can be found below: GEO public genomics data repository, and the accession number is GSE224326.

## Ethics statement

The animal study was reviewed and approved by Colorado State University Institutional Animal Care and Use Committee.

## Author contributions

Study conception and design: LP, LC, SD, LB, LG, and GG. Acquisition of data: LP, LC, LB, RI, and GG. Data analysis and interpretation: GG, LP, LC, SD, LB, and LG. Drafting of manuscript: LP, GG, and LC. All authors contributed to and approved the submitted version of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

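The authors deposited CPM per gene, made in Partek Flow from reads trimmed at a Phred score of 20, aligned with STAR 2.7.3 to EquCab3.0 and counted with HTseq on Ensembl annotation (per the paper's methods). The deposited values list 16932 protein-coding genes, each with its symbol, Ensembl identifier and position. The columns sum to between 982495 and 991421 CPM, so part of each library's reads lay on genes that are not listed. All 15 columns were matched to their samples by their headers, and 0 columns were left unmatched. The strand setting of the counting and any filter on genes are not stated. Polyadenylated RNA of macrophages in 5 conditions was measured in 3 libraries each, with 28410733 to 47894066 reads counted on genes per library. A single read corresponds to 0.0209 CPM in the deepest library and 0.0352 CPM in the shallowest.

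The analysis was first set out for read counts, with edgeR. The values are CPM, so its written fallback was used as the main analysis, namely limma with an intensity trend on log2(CPM + 1). Genes with a mean of at least 1 CPM over all libraries entered, 11628 in all. The model held the 5 conditions without pairing. Benjamini-Hochberg adjustment was made within each comparison. All of this, the comparisons, the named genes and the first set of alternatives were fixed before the data were examined.

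Whole reads were recovered by dividing each value by the smallest step between values of its library. The recovered reads served DESeq2 and edgeR, and edgeR tested 13675 genes. RLE size factors and TMM factors were applied to the CPM. The paper describes DESeq on CPM-normalized counts. Further alternatives were a pseudocount of 0.1, no filter, at least 10 reads in every library, no fold threshold, only the 2 groups compared, a replicate block, leaving out each library in turn, removal of the gene span trend, and the mean ribosomal protein level as a covariate. Log2 fold changes are differences of means of log2(CPM + 1), which shrinks those of genes with few CPM.

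Pathway members were written down as 17 lists from general knowledge and tested with camera with a preset correlation between genes of 0.01. The paper names some of the listed genes, among them 4 in the unfolded protein list, 8 in the TNF list and 9 in the inflammatory response list. Camera with the estimated correlation and fry served as alternatives. Benjamini-Hochberg adjustment was over the 17 lists. The result of 1 of them is not reported here. Hallmark gene sets, which the paper used with GSEA, were not used here. Lists of cell type markers, T helper cytokines, ribosomal proteins and histone genes were tested in the same way. The lists of M1 and leukocyte activation genes came from the paper's supplementary table.

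Named genes are those that the Results text names for a comparison. Added to them are the 3 largest rises and the 3 largest falls among the genes past the threshold whose groups lie apart. For MSC-CM the threshold was the unadjusted p-value. Genes with a mean under 1 CPM over all libraries were not tested.

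Separation of groups was tested with an exact permutation over the 10 splits of 3 libraries against 3, which cannot give a p-value under 0.1. Correlation of log2 fold changes from comparisons that share the IL-1ß libraries was set against 100 simulated draws of groups that do not differ from IL-1ß. Each draw took residuals of all libraries with replacement and random sign. The IL-1ß libraries were redrawn as well, so the measured ones were not kept.

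All steps were first run on simulated libraries with known changes. Of 200 changed genes among 11626, limma called 159, or 79.5%, and 99.0% of those changed at least 4-fold. It called 7 unchanged genes, and 0 where nothing changed. DESeq2, run on 16744 genes, called 163 changed and 16 unchanged genes, and 5 where nothing changed. edgeR, run on 13613 genes, called 158 changed and 3 unchanged genes. Recovery of reads was right for 99.99% of 253980 values. A raised list of 101 genes was called by camera, by fry and with the estimated correlation. Each of these called 3 lists in all when that list was raised, and 0 when none was. The simulated genes varied independently, whereas the estimated correlation in the measured data was 0.38 for the oxidative phosphorylation list. The simulation therefore does not show how often camera calls correlated lists wrongly.

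R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9 were used, with the random seed 20230216. The cytokine concentrations in supernatants were not analysed here beyond the direction of their means as printed in the paper.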

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

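The test of RNA carried in with the conditioned medium was chosen only after the result was seen, and the ribosomal protein covariate only after the data were seen. The test of a lower share of macrophages under Other observations was also chosen after the result was seen.

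T lymphocyte markers were higher in IL-1ß and MSC-CM libraries than in untreated ones. Summed over the list (21 genes, 20 tested, all 20 at 1 CPM or more in untreated libraries, 0 in another cell type list and 0 named in the paper), their mean was 1778 ± 294 CPM (SD, n = 3) in untreated libraries, 2761 ± 725 CPM with IL-1ß and 3118 ± 92.2 CPM with MSC-CM. That is 1.55 times the untreated mean with IL-1ß and 1.75 times with MSC-CM. The untreated libraries ranged from 1601 to 2118 CPM, the IL-1ß libraries from 2231 to 3587 CPM and the MSC-CM libraries from 3051 to 3223 CPM. The means were 2599 ± 984 CPM with PRP lysate and 1973 ± 250 CPM with ACS. With IL-1ß 17 of 20 genes were higher than untreated (median log2 fold change 0.54, camera in limma with Benjamini-Hochberg adjusted p = 8.53e-06, fry adjusted p = 0.0674), so this call did not hold under fry. With MSC-CM all 20 were higher than untreated, with a median of 0.85, or 0.73 with RLE size factors. Between untreated and MSC-CM libraries ICOS went from 308 to 619 CPM, CD3E from 172 to 301, ZAP70 from 145 to 279 and CD2 from 138 to 242. These 4 genes were chosen after their values were seen.

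The cultures were grown from blood mononuclear cells, and the untreated libraries already held these transcripts. For MSC-CM against untreated libraries, the component that sets IL-1ß replicate 3 apart does not account for the whole rise. The ribosomal protein level as a covariate lowered the median from 0.85 to 0.57, so a part of the rise stays open to it. A lower share of macrophages would raise markers of all other cells alike, but T lymphocyte markers rose by 0.39 more than the nearer of the lists of NK and cytotoxic cells and of B lymphocytes. RNA carried in with the conditioned medium was absent from the IL-1ß libraries, whose lowest summed value, 2231 CPM, was above all untreated ones.

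A higher share of T lymphocytes after IL-1ß, or more of these transcripts per T lymphocyte, may account for the pattern, and the rise of 0.39 over the other cell types leaves both open. Fewer macrophages remaining attached may add to it. Each library is a culture of mixed cells, the untreated and IL-1ß libraries are technical replicates, and no cell counts were used here. For IL-1ß against untreated libraries no explanation was tested separately. Counting CD3-positive cells in the same cultures by flow cytometry would tell a change in share from a change in expression.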

How the results depend on the processing

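The edgeR fit, the TMM factors, the removal of the gene span trend, the ribosomal protein covariate, and the alternatives for cell type lists and leukocyte activation genes were chosen only after the data were seen, and the other alternatives before. The cause of a change was not tested for any of them.

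Genes changed with IL-1ß against untreated macrophages (34) numbered 0 with only the 2 groups compared, 173 with DESeq2, 187 with the ribosomal protein covariate and 6 with the replicate block. Leaving out each library in turn gave 5 (without untreated replicate 3) to 35 (without IL-1ß replicate 3).

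Genes changed with PRP lysate (359) numbered 56 with only the 2 groups compared, 574 without a fold threshold, 694 with DESeq2, 564 with the ribosomal protein covariate and 197 with the replicate block. With each library left out they lay between 275 and 469, and edgeR gave 388.

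Genes changed with ACS (257) numbered 48 with only the 2 groups compared, 401 without a fold threshold, 574 with DESeq2 and 402 with the ribosomal protein covariate. With each library left out they lay between 103 (without ACS replicate E or F) and 705 (without IL-1ß replicate 1).

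With MSC-CM the number of genes changed against IL-1ß stayed 0 in every fit, the replicate block included, except for DESeq2 with 2. At the unadjusted p-value the 42 genes became 130 with a pseudocount of 0.1, 25 with only the 2 groups compared, 651 without a fold threshold, 25 with the replicate block, 349 with DESeq2 and 188 with edgeR. RLE and TMM scaling and the removal of the gene span trend each gave 28, in the last case 10 higher and 18 lower. Leaving out each library gave 14 (without MSC-CM replicate 2) to 901 (without IL-1ß replicate 1).

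Between PRP lysate and MSC-CM the 304 genes became 167 with only the 2 groups compared, 491 without a fold threshold, 171 with the replicate block, 488 with DESeq2 and 666 with the ribosomal protein covariate, and 171 (without MSC-CM replicate 3) to 398 with each library left out. Between ACS and MSC-CM the 143 genes became 323 with only the 2 groups compared, 223 without a fold threshold, 292 with DESeq2 and 634 with the ribosomal protein covariate, and 53 (without MSC-CM replicate 3) to 125 with each library left out. Between PRP lysate and ACS the 11 genes became 0 with only the 2 groups compared (103 at an unadjusted p-value), 61 with DESeq2, 17 with the gene span trend removed and 50 with the ribosomal protein covariate, and 5 (without ACS replicate E) to 16 with each library left out.

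Genes shared by PRP lysate and ACS (165) numbered 342 with DESeq2, and 114 to 261 (without IL-1ß replicate 1) with each IL-1ß library left out. Genes shared by MSC-CM and ACS (3) numbered 1, namely IL6, with at least 10 reads in every library, 87 with DESeq2, and 4 to 161 (without IL-1ß replicate 1) with each IL-1ß library left out. Genes called only with MSC-CM (37) numbered 22 with RLE size factors, 226 with DESeq2, and 17 (without IL-1ß replicate 3) to 739 (without IL-1ß replicate 1). Genes called only with PRP lysate (188) numbered 304 with DESeq2.

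Replicate numbers were tested as a sign of pairing. Over 18 pairs of libraries with the same number the median correlation of residuals was 0.32 (from -0.77 to 0.63, 11 of them over 0.1), and over 36 pairs with different numbers it was -0.20. The numbers did not pair the libraries by the rule set, so the replicate block, over the 12 libraries that carry a number, is reported only here.

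With the estimated correlation 0 pathway lists passed in each of the 7 comparisons. With fry 2 passed for IL-1ß, 0 for MSC-CM, 5 for PRP lysate, 1 for ACS, 3 for PRP lysate against MSC-CM, 1 for ACS against MSC-CM and 0 for PRP lysate against ACS. With each library left out, camera called 5 to 10 lists for IL-1ß (10 without IL-1ß replicate 3), 7 to 12 for MSC-CM (7 without IL-1ß replicate 1) and 6 to 10 for PRP lysate against MSC-CM (10 without PRP lysate replicate 1).

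Of the 10 cell type and technical lists the estimated correlation called 0 for IL-1ß, 0 for MSC-CM, 2 for PRP lysate, 0 for ACS, 1 for PRP lysate against MSC-CM, 1 for ACS against MSC-CM and 0 for PRP lysate against ACS. Fry called 1 for IL-1ß, 0 for MSC-CM, 3 for PRP lysate, 2 for ACS, 2 for ACS against MSC-CM and 1 for PRP lysate against ACS.

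The share of M1 up genes with a higher mean became 43.5% (MSC-CM), 46.3% (PRP lysate) and 47.6% (ACS) with RLE size factors, and 40.1%, 42.9% and 45.6% with DESeq2. With each library left out it lay between 44.9% and 72.8% for IL-1ß, 44.2% and 55.8% for PRP lysate, and 45.6% and 55.8% for ACS, and in each case the value farthest from the full fit came without IL-1ß replicate 3. Leukocyte activation genes numbered 1 (IRF7) with MSC-CM in DESeq2, and 9 (without IL-1ß replicate 2) to 18 with PRP lysate with each library left out.

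Single genes changed direction as follows. IFNG with MSC-CM was -0.14 with RLE size factors and -0.12 with DESeq2, and TNF with MSC-CM was -0.0214 and -0.0314. With each library left out, IFNG lay between -0.23 and 0.12 with IL-1ß and between -0.20 (without MSC-CM replicate 2) and 0.14 with MSC-CM. IL13 with IL-1ß lay between -0.0325 and 0.20, and TNF with MSC-CM between -0.00497 (without IL-1ß replicate 3) and 0.34. IL10 lay between -0.23 and 0.00695 with MSC-CM and between -0.23 and 0.0213 with PRP lysate. PTGS2 lay between -0.90 and 0.12 with MSC-CM, between -1.09 and 0.21 with PRP lysate, and between -0.26 and 0.76 with ACS.

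With different IL-1ß libraries in each comparison the correlation with the IL-1ß response was -0.82 with PRP lysate and -0.82 with ACS.

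Of the other named gene results, leaving out a library weakened 80, strengthened 2 and left 582 unchanged. Fitting only the 2 groups weakened 25 and left 88, the replicate block weakened 12 and left 70, DESeq2 strengthened 8 and weakened 1 and left 102, and RLE size factors weakened 2 and left 109. Named genes were not refitted with TMM factors or without the filter. These moved no total of genes by more than 1.5 times, but TMM factors took the genes at unadjusted p with MSC-CM from 42 to 28 and turned ACS against IL-1ß from 143 higher and 114 lower to 129 and 136, and ACS against MSC-CM from 69 and 74 to 86 and 51. The settings of the principal components changed no result on separation.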

Differences from the paper's values

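The ribosomal protein covariate, the TMM factors and the edgeR fit were chosen only after the values were seen. All other settings named here were chosen before the data were examined.

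Genes at the adjusted threshold. For IL-1ß against untreated macrophages the paper reports 94 higher and 73 lower genes, and here 16 and 18 were called. Leaving the ribosomal protein covariate aside, DESeq2, with 80 and 93, was the only alternative within range. Within range means within 1.5 times of the paper's value (for log2 fold changes, within the SD over libraries in the fit). The higher and lower counts with that covariate are not given here, so it was not placed in or out of range. For PRP lysate the paper reports 564 genes and 359 were called here. RLE size factors (394), TMM factors (386), edgeR, no fold threshold (574) and DESeq2 (694) came within that range. So did leaving out PRP lysate replicate 1 (469), IL-1ß replicate 1 (425) or IL-1ß replicate 3 (410). The ribosomal protein covariate gave 564. For ACS the paper reports 564 genes in the text and 257 were called here. No fold threshold (401), DESeq2 (574), leaving out IL-1ß replicate 1 (705) and the ribosomal protein covariate (402) came within range. The paper's volcano plot for ACS shows about 220 in Fig. 7A, read by eye.

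Genes with MSC-CM. The paper reports 122 genes at an unadjusted p-value and 42 were found here. A pseudocount of 0.1 (130) and leaving out MSC-CM replicate 1 (145) or IL-1ß replicate 2 (182) came within range. Of genes changed only with MSC-CM the paper reports 75 and here there were 37, and none of 6 alternatives came within range. After adjustment the paper finds no genes, and DESeq2 called AOX1 and C19orf71 here.

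Shared genes. PRP lysate and ACS share 268 genes in the paper and 165 here, with RLE size factors (182), DESeq2 (342) and leaving out IL-1ß replicate 1 (261) within range. MSC-CM and ACS share 27 in the paper and 3 here, and no alternative came within range (DESeq2 gave 87, leaving out IL-1ß replicate 1 gave 161).

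Principal components. The paper's components hold about 32, about 29 and about 17% in Fig. 3A, read by eye, and 55.4%, 16.9% and 9.78% here. Unit variance (46.1%) and leaving out IL-1ß replicate 3 (37.8%) came within range for the first component, the 500 most variable genes (29.5%) and leaving out IL-1ß replicate 3 (24.9%) for the second, and unit variance (13.4%) and leaving out IL-1ß replicate 3 (14.0%) for the third.

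Log2 fold changes for IL-1ß in the paper's supplementary table, followed by those here, were 3.70 and 2.90 for CHAC1, 2.31 and 1.59 for GPR84, 2.34 and 1.64 for PEAK3, and 2.48 and 1.80 for SLAMF9. DESeq2 gave 3.70, 2.32, 2.35 and 2.49. Leaving out IL-1ß replicate 1 (2.05) or untreated replicate 1 (2.16) also brought SLAMF9 within range.

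For MSC-CM the paper's table gives -2.43 for ENSECAG00000015109, -1.95 for ENSECAG00000038866, -1.81 for GNGT2 and -1.28 for PTGES, where -0.81, -1.48, -1.24 and -0.73 were found here. DESeq2 gave -2.43, -1.95, -1.81 and -1.28. Also within range were ENSECAG00000038866 with RLE size factors (-1.61) and without MSC-CM replicate 3 (-1.84), GNGT2 without MSC-CM replicate 1 (-1.50) and PTGES without MSC-CM replicate 2 (-0.91).

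For PRP lysate the paper's table gives -6.12 for ENSECAG00000017042, -3.60 for ENSECAG00000022247, -5.55 for ENSECAG00000038794 and -4.36 for SLAMF9, against -4.72, -2.98, -4.40 and -2.39 here. For ACS it gives -3.30 for DNMT3L and -4.37 for ENSECAG00000038794, against -1.77 and -3.70. DESeq2 gave the paper's values to 2 decimals for these 6, and with it 0 of the 37 values compared differed.

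Genes and directions. IL17RA was higher with MSC-CM here while the paper reports the IL-17 receptor as lower, and IL17RC was lower. The IL17RA rise was as small as 0.14 with 1 library left out, and IL-1ß replicate 3 was far lower in it than the other IL-1ß libraries. The paper reports IFNG as lower with IL-1ß and with MSC-CM, and here it changed by -0.06 and 0.02. More of the M1 up genes were higher than lower with PRP lysate (55.1%) and ACS (56.5%), where the paper has fewer, and RLE size factors (46.3% and 47.6%) and DESeq2 (42.9% and 45.6%) also gave fewer.

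Calls. PEAK3, SLAMF9, EPS8, GLI1, CREB5, NR2F1 and STC1, which the paper names for IL-1ß, were not called here, and DESeq2 called all 7. IL4 with PRP lysate and ACS and IL1RN with PRP lysate, which the paper reports as changed, were not called in limma or in DESeq2. Among the pathways that the paper reports, type II interferon, MTORC1 and IL-2 signaling with PRP lysate, and inflammatory response, IL-2, hypoxia and MTORC1 signaling with ACS, did not pass as lists here. The list for TNF signaling via NF-kB passed with IL-1ß alone, in the lower direction that the paper gives for NFκB signaling, while the paper also counts TNF signaling as not significant with IL-1ß alone.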

Other observations

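The tests of a few abundant genes, of gene span, of T lymphocytes in a library, of more T lymphocytes, of a lower share of macrophages and of noise in the IL-1ß libraries were chosen only after the result was seen.

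IL-1ß replicate 3 lies apart from every other library on the first principal component. Lower depth is argued against, since its score stayed at -103 after every library was thinned to the reads of the shallowest. A few genes taking most of the counts is argued against, since its 20 most abundant genes held 12.4% of them, within the range of the others (9.37% to 13.1%). The authors' scaling is argued against by a score of -97.0 with RLE size factors. A mislabelled sample is argued against by the 35 genes called for IL-1ß without that library, of which 24, or 68.6%, placed it nearer the other IL-1ß libraries than the untreated ones. With the gene span trend removed the score was -82.7, so gene span alone may account for a small part only. T lymphocytes in that library stay open. Their markers summed to 3587 CPM in it and to 3720 CPM in PRP lysate replicate 1, the highest values of all libraries. The MSC-CM libraries, at 3051 to 3223 CPM, scored 3.16 on average, but they are another group and lie below it. Of 20 markers 12 were higher and 8 lower in it than the mean of the other IL-1ß libraries.

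Against the other IL-1ß libraries, genes in the shortest of 4 groups by span (median 3.42 kb, 2907 genes) were higher in replicate 3 by a median log2 difference of 0.27, and those in the longest (median 114 kb) lay at -0.99, with -0.09 and -0.58 between. All 65 ribosomal protein genes tested were higher in it than in both other IL-1ß libraries, by a median of 0.93. Over the 15 libraries the mean ribosomal protein level correlated with the first component (r = -0.93, permutation p = 0.0001, rho -0.89), and r was -0.79 without the libraries farthest from the median. Those genes enter the component themselves, so the correlation is partly built in. What sets this library and PRP lysate replicate 1 apart stays open.

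How often other splits of the same 6 libraries gave a result as large was counted, the real split included. With 10 splits the share cannot fall under 0.1, so this count cannot tell a real difference from a random one. For genes changed it was 1 for IL-1ß, 10 for MSC-CM (5 at the unadjusted p-value), 2 for PRP lysate, 1 for ACS, 1 for PRP lysate against MSC-CM, 1 for ACS against MSC-CM and 1 for PRP lysate against ACS. The other split for PRP lysate put its replicate 1 with IL-1ß replicates 2 and 3 and gave 1718 genes, along the first component. For pathway lists it was 4 for IL-1ß, 1 for MSC-CM, 2 for PRP lysate, 3 for ACS, 8 for PRP lysate against MSC-CM, 2 for ACS against MSC-CM and 4 for PRP lysate against ACS.

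For cell type lists the splits as large numbered 4 for IL-1ß, 1 for MSC-CM, 1 for PRP lysate, 3 for ACS, 5 for PRP lysate against MSC-CM, 5 for ACS against MSC-CM and 6 for PRP lysate against ACS. For M1 up genes they numbered 10 for IL-1ß, 2 for MSC-CM, 10 for PRP lysate and 9 for ACS, and for leukocyte activation genes 10 for MSC-CM, 1 for PRP lysate and 1 for ACS.

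Over the 34 genes called for IL-1ß against untreated macrophages, the log2 fold changes with each OT against IL-1ß ran opposite to those of IL-1ß. The correlation across genes, which are not independent replicates, was -0.26 with MSC-CM (22 genes of opposite sign), -0.85 with PRP lysate (32) and -0.85 with ACS (32). Of them 19 were also called in the opposite direction with PRP lysate and 18 with ACS. The IL-1ß libraries shared by both comparisons give negative values by themselves, with simulated medians of -0.44, -0.45 and -0.39. Of 100 draws 66, 6 and 4 were as low, so sharing may account for the value with MSC-CM. With different IL-1ß libraries in each comparison the means were -0.20, -0.82 and -0.82.

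Noise in the IL-1ß libraries is argued against as the whole cause for PRP lysate and ACS by comparisons that hold no IL-1ß library. Against MSC-CM, 33 of the 34 genes moved opposite to the IL-1ß response with PRP lysate and 31 with ACS, and 19 and 16 of them were called. Of all genes tested 304 and 143 were called in these comparisons. On the log2 scale 27 of the 34 genes with PRP lysate and 26 with ACS lay nearer their untreated than their IL-1ß mean, with a median of 0.16 and 0.22 of the IL-1ß change left. With MSC-CM 33 lay nearer the IL-1ß mean (median 0.87 left). CEBPD was at 9.14 CPM in untreated libraries, 47.4 with IL-1ß, 42.0 with MSC-CM, 6.67 with PRP lysate and 8.16 with ACS. Most of these genes thus lay near their untreated level with PRP lysate and ACS. Whether these products acted on the IL-1ß response itself or on the mix of cells was not tested.

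For genes shared between OTs the same check gave 4 of 100 draws as large for PRP lysate and ACS, and 88 of 100 for MSC-CM and ACS. The shared IL-1ß libraries may account for the overlap of MSC-CM and ACS. For PRP lysate and ACS the check does not decide, since it redrew the IL-1ß libraries and set no fold change threshold.

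T helper cytokine transcripts (14 listed, 11 tested, 9 at 1 CPM or more in untreated libraries, 4 named in the paper) were higher with PRP lysate and ACS. All 11 rose with both, with medians of 1.46 and 0.78 (fry in limma, Benjamini-Hochberg adjusted p = 0.00015 and 0.0105). Called with PRP lysate were IFNG, IL13, and, chosen after their values were seen, IL17A (1.70), LTA (2.07) and CSF2 (1.82), and with ACS IFNG, IL13 and LTA (1.15). Summed, they were at 105 CPM in untreated libraries, 101 with IL-1ß, 85.7 with MSC-CM, 297 with PRP lysate and 217 with ACS. With MSC-CM 9 of 11 were lower (median -0.25, fry not past the threshold).

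More T lymphocytes are argued against, since their markers had medians of -0.0554 with PRP lysate and -0.40 with ACS (15 of 20 lower, which passed with camera and not with fry). With the ribosomal protein covariate these became 0.16 and 0.01. The authors' scaling is argued against by cytokine medians of 1.39 and 0.68 with RLE size factors, and the component that sets IL-1ß replicate 3 apart is argued against as the whole cause by 1.34 and 0.66 with the covariate. These cytokines are mostly made by lymphocytes, so lymphocytes in the cultures responding to blood products may be a source of the 1.39, and which cells made the transcripts stays open. Donor lymphocyte reactions to serum proteins of another horse were not tested, and sorting the cells before sequencing would tell.

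Markers of monocytes and macrophages were lower with PRP lysate (17 of 18, median -1.0, fry in limma with Benjamini-Hochberg adjusted p = 0.00015), lower with ACS (15 of 18, median -0.42, fry adjusted p = 0.0163) and lower with MSC-CM (12 of 18, median -0.22, fry adjusted p = 0.556). With IL-1ß their median was 0.03. Their summed CPM was 20205 in untreated libraries, 20486 with IL-1ß, 18957 with MSC-CM, 12433 with PRP lysate and 15108 with ACS. A lower share of macrophages would raise the markers of all other cells alike. With PRP lysate NK and cytotoxic cell markers rose by 0.65 over T lymphocyte markers and by 1.01 over B lymphocyte markers, with all libraries of the groups apart. A lower share alone thus does not account for the changes in all these lists. These ratios hold no macrophage marker, so they cannot tell how much of the macrophage fall a lower share explains. With ACS NK and cytotoxic cell markers rose by 0.44 over T lymphocyte markers (SD 0.206, libraries apart by a narrow margin), and by 0.17 over B lymphocyte markers, which is within its spread. The medians of the T, B and NK lists with ACS were -0.40, -0.24 and -0.11, and none rose. These medians go against a lower share as the whole cause with ACS, but neither rise measures macrophages, so this is left open. How much of either fall lies in each macrophage stays open.

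Ribosomal protein genes had medians of 0.48 with IL-1ß, -0.12 with MSC-CM, -0.28 with PRP lysate and -0.57 with ACS, all of which passed with camera and none with fry (limma, Benjamini-Hochberg adjusted p = 0.32, 0.614 and 0.174 for IL-1ß, PRP lysate and ACS). B lymphocyte markers (8 tested) had medians of 0.27, 0.29 and -0.41 with IL-1ß, MSC-CM and PRP lysate, the last with a camera adjusted p = 0.0167 and a fry adjusted p = 0.0617 (limma, Benjamini-Hochberg). Erythroid markers (2 tested) had medians of 0.58, -0.31 and -0.66, each past the threshold with camera. NK and cytotoxic cell markers (12 tested, medians 0.22 with IL-1ß and 0.21 with PRP lysate), platelet markers (5 tested, -0.35 with IL-1ß, 0.32 with MSC-CM, 0.45 with PRP lysate and 0.50 with ACS), mesenchymal stromal cell markers (2 tested, 0.06 with MSC-CM) and histone genes (7 tested, -0.05 with PRP lysate and 0.02 with ACS) did not pass in any of these comparisons. Between PRP lysate and ACS 4 of these lists passed, among them T helper cytokines (median 0.74) and monocyte and macrophage markers (-0.49).

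The direction of 9 cytokine transcripts was set beside that of the paper's mean concentrations in the medium. They ran the same way for 7 with MSC-CM, 5 with PRP lysate and 6 with ACS. The count with MSC-CM includes IFNG (0.02) and TNF (0.15), which both turned lower with RLE size factors. None of the 9 transcripts was called with MSC-CM. CXCL1 and CXCL8 transcripts rose with PRP lysate (1.05 and 1.28) while the paper's means of GRO and IL-8 were lower, and IL6 was lower in both. IL-1ß, which was added to the cultures and which the paper reports as lower in the medium with each OT, is not in this count. IL1B transcripts were at 24.4 ± 7.27 CPM (SD, n = 3) with IL-1ß alone, 7.72 ± 2.09 with MSC-CM, 50.3 ± 38.1 with PRP lysate (6.53 in replicate 1 and 76.4 and 67.9 in the others) and 23.2 ± 9.49 with ACS, and none of these changes was called. CXCL1 lost its call with RLE size factors, and CXCL8 was not called in limma (Benjamini-Hochberg adjusted p = 0.0881).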
